# The G4 resolvase RHAU modulates mRNA translation and stability to sustain postnatal heart function and regeneration

**DOI:** 10.1074/jbc.RA120.014948

**Published:** 2020-11-23

**Authors:** Mingyang Jiang, Han Hu, Ke Zhao, Ruomin Di, Xinyi Huang, Yingchao Shi, Yunyun Yue, Junwei Nie, Shan Yu, Wengong Wang, Zhongzhou Yang

**Keywords:** RHAU, RNA-binding protein, heart, mRNA, HEXIM1, YAP1, regeneration, AREs, adenylate- and uridylate-rich elements, CDS, coding sequence, DCM, dilated cardiomyopathy, EGFP, enhanced GFP, FC, fold change, G4, G-quadruplex, GO, gene ontology, HEK293, human embryonic kidney 293 cells, HEXIM1, hexamethylene bis-acetamide inducible 1, KEGG, Kyoto Encyclopedia of Genes and Genomes, MI, myocardial infarction, Myh7, myosin, heavy polypeptide 7, Nppa, natriuretic peptide type A, Nppb, natriuretic peptide type B, RBPs, RNA-binding proteins, RHAU, RNA helicase associated with adenylate- and uridylate-rich element, Rhau-cKO, Rhau conditional knockout, RIP, ribonucleoprotein immunoprecipitation, YAP1, yes1-associated transcriptional regulator

## Abstract

Post-transcriptional regulation of mRNA translation and stability is primarily achieved by RNA-binding proteins, which are of increasing importance for heart function. Furthermore, G-quadruplex (G4) and G4 resolvase activity are involved in a variety of biological processes. However, the role of G4 resolvase activity in heart function remains unknown. The present study aims to investigate the role of RNA helicase associated with adenylate- and uridylate-rich element (RHAU), an RNA-binding protein with G4 resolvase activity in postnatal heart function through deletion of *Rhau* in the cardiomyocytes of postnatal mice. RHAU-deficient mice displayed progressive pathological remodeling leading to heart failure and mortality and impaired neonatal heart regeneration. RHAU ablation reduced the protein levels but enhanced mRNA levels of *Yap1* and *Hexim1* that are important regulators for heart development and postnatal heart function. Furthermore, RHAU was found to associate with both the 5' and 3' UTRs of these genes to destabilize mRNA and enhance translation. Thus, we have demonstrated the important functions of RHAU in the dual regulation of mRNA translation and stability, which is vital for heart physiology.

In eukaryotic cells, RNA is steadily transcribed, translated, and degraded to serve various crucial cellular functions; this process is rigorously regulated (1, 2). Numerous prior studies have been performed to comprehensively investigate the regulatory mechanisms pertaining to the particular events of RNA biology/metabolism from two perspectives: the transcriptional and the post-transcriptional levels (3, 4). At the transcriptional level, RNA transcription (gene expression) uses protein complexes to control DNA methylation and histone modification (5), whereas the post-transcriptional regulation engages RNA-binding proteins (RBPs) to govern mRNA translation and stability (degradation/decay) (6).

RBPs are highly conserved in eukaryotes, and more than 1500 RBPs have been identified in humans (7, 8). Among these RBPs, approximately 700 RBPs bind to mRNA and are therefore designated mRBPs (9). mRBPs play a critical role in post-transcriptional regulation of mRNA translation, stability, and subcellular localization (10). For instance, most mRNAs are translated by a scanning mechanism wherein the m^7^G cap at the 5'-UTR is bound with the cap-binding complex eIF4F to activate mRNA (11, 12). The eIF4F complex is composed of the cap-binding protein eIF4E, eIF4G, and the RNA helicase eIF4A, all of which are mRBPs (12). On the other hand, the adenylate- and uridylate (AU)-rich elements (AREs) at the 3'-UTR of mRNAs are associated with specific mRBPs for stability control (13).

RNA helicase associated with AREs (RHAU) (also termed DHX36) is an mRBP and was originally identified by its high binding affinity for the AREs in certain RNA molecules (14, 15). Later on, it was found that RHAU possesses resolvase activity to unwind the G-quadruplex (G4) structures in DNA and RNA; therefore, it was alternatively called G4 resolvase 1 (16, 17, 18). RHAU is essential for embryonic development in that the global knockout of *Rhau* causes early embryonic lethality at around embryonic day 7.5 (19). Genetic study of *Rhau*-deletion mice also revealed a critical role of RHAU in hematopoiesis, particularly erythropoiesis, and in spermatogonia differentiation (19, 20).

In a previous study, we revealed the crucial function of RHAU in embryonic heart development in mice (21). Deletion of *Rhau* in either the cardiac mesoderm or the cardiomyocyte progenitors results in severe heart defects and embryonic lethality by midgestation. Mechanistically, RHAU was identified to associate with both the 5'-UTR and the 3'-UTR of *Nkx2-5* (NK2 homeobox 5) mRNA to regulate mRNA translation and stability. The association of RHAU with the G4 structure in the 5'-UTR of *Nkx2-5* mRNA facilitates translation, whereas binding to the ARE in the 3'-UTR of the same mRNA promotes degradation (21). Thus, we deciphered a new regulatory mechanism that controls the translation and stability of the same mRNA molecule. However, whether this type of dual regulation of mRNA translation and stability is specific to *Nkx2-5* mRNA or a general governing principle will require further investigation.

Mouse genetics studies have demonstrated that both hexamethylene bis-acetamide inducible 1 (HEXIM1) and yes1-associated transcriptional regulator (YAP1) are essential for embryonic heart development and postnatal heart function. *Hexim1*-null mice are embryonic lethal with aberrant heart development (22). *Hexim1* is also expressed in postnatal organs and/or tissues with the highest amount in the heart, brain, and skeletal muscles (22). An insertional mutation in the *Hexim1* gene resulting in disrupted C-terminal region in mice causes thin ventricular wall, and inducible postnatal expression of *Hexim1* in the cardiomyocytes gives rise to physiological cardiac hypertrophy (23, 24). These studies suggest of an important role of HEXIM1 in promoting heart growth. Cardiac-specific deletion of *Yap1* during embryonic stage using *Tnnt2-Cre* and *Nkx2.5-Cre* lines has revealed severe heart defects (25, 26). Similarly, postnatal deletion of *Yap1* in the heart causes dilated cardiomyopathy (DCM) and premature death (27). Meanwhile, it was found that YAP1 stimulates heart growth mainly through modulating cardiomyocyte proliferation (25).

In the present study, we set out to investigate the role of RHAU in postnatal heart physiology and diseases and to explore its dual regulation on mRNA translation and stability. For this purpose, we deleted *Rhau* specifically in the cardiomyocyte of postnatal mouse heart. RHAU deficiency causes progressive pathological heart remodeling that leads to heart failure and mortality within 6 months and impaired heart regeneration in neonatal mice. We found that the dual regulation of mRNA translation and stability is disrupted for a panel of genes, including *Yap1*, *Hexim1*, and *Nkx2-5*, which play crucial roles in heart growth and remodeling. Thus, we have demonstrated the crucial functions of RHAU in regulating the translation and stability of the same mRNA molecules, which is important for postnatal heart physiology.

## Results

### *Rhau* deletion in postnatal cardiomyocytes causes DCM and heart failure

To investigate the role of RHAU in postnatal heart function, we deleted *Rhau* in the cardiomyocytes of postnatal mice. The *α-MHC-Cre* line is commonly used to inactivate gene specifically in postnatal cardiomyocytes; therefore, we crossed *Rhau* floxed mice (*Rhau*^*F/F*^) with the *α-MHC-Cre* line to generate *Rhau* conditional knockout (*α-MHC-Cre*;*Rhau*^*F/F*^) mice (hereafter referred as *Rhau*-cKO). Western blotting analysis confirmed sufficient *Rhau* deletion in the hearts of *Rhau*-cKO mice at P7 (7 days after birth) (Fig. 1*A*). To further confirm the efficiency of *Rhau* ablation specifically in cardiomyocytes, we isolated cardiomyocytes from *Rhau-cKO* and control mice at 2 months for Western blotting analysis. The results demonstrated highly effective RHAU knockout in *Rhau-cKO* mice heart (Fig. S1).

**Figure 1:**
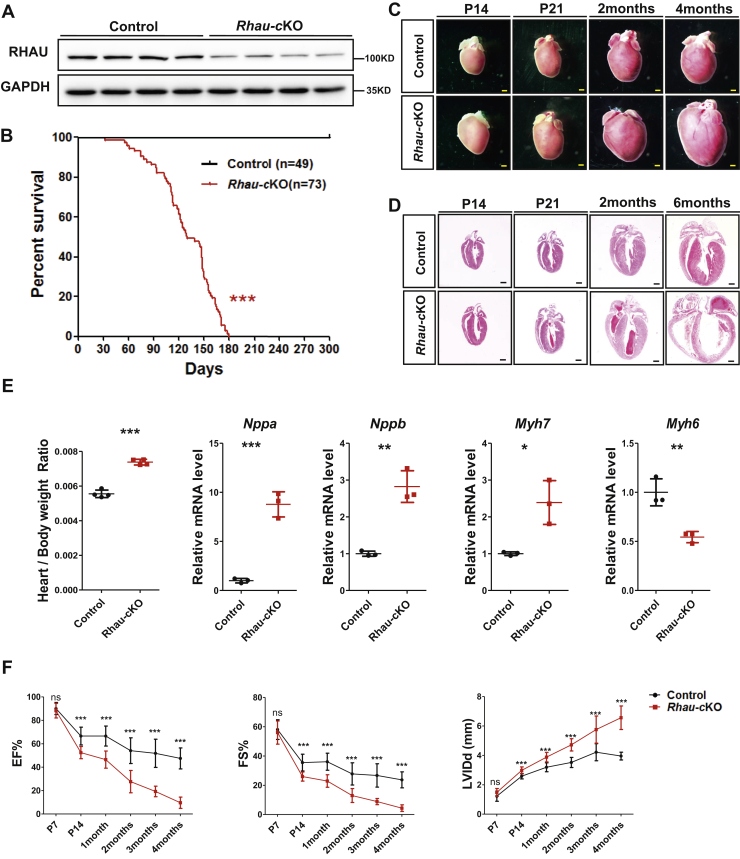
***Rhau* deletion induced dilated cardiomyopathy and heart failure.***A*, western blotting analysis confirmed effective *Rhau* deletion in *Rhau*-cKO (*α-MHC-Cre*;*Rhau*^*F/F*^) mouse hearts at P7. Littermates (*Rhau*^*F/F*^) were used as controls. GAPDH was used as a loading control. *B*, survival curves. N = 49 for control (*Rhau*^*F/F*^) mice and n = 73 for *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice. *C*, heart morphology of control (*Rhau*^*F/F*^) mice and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice at P14, P21, 2 months, and 4 months. The scale bar represents 0.5 mm. *D*, histological analysis for control (*Rhau*^*F/F*^) mice and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice at P14, P21, 2 months, and 6 months. The scale bar represents 0.5 mm. *E*, heart/body weight ratio analysis (n = 4) and quantitative RT-PCR (n = 3) analysis of cardiac hypertrophic markers in control (*Rhau*^*F/F*^) mice and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice at P21. *F*, echocardiographic analysis of control (*Rhau*^*F/F*^) mice and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice at various ages. EF, FS, and LVIDd were calculated according to the guidelines accompanying the Vevo 770 UBM system. Numbers of mice are as follows. *Control group*: P7 (n = 10), P14 (n = 14), 1 month (n = 9), 2 months (n = 11), 3 months (n = 9), and 4 months (n = 9); *Rhau-cKO mice*: P7 (n = 13), P14 (n = 11), 1 month (n = 9), 2 months (n = 11), 3 months (n = 9), and 4 months (n = 9). EF, ejection fraction; FS, fractional shortening; LVIDd, left ventricular internal diameter at end diastole; ns, not significant; RHAU, RNA helicase associated with adenylate- and uridylate-rich element.

*Rhau*-cKO mice were viable and born at the expected Mendelian ratios (data not shown). However, all *Rhau*-cKO mice were lost within 6 months (Fig. 1*B*). Anatomical and histological analysis of the hearts indicated that ablation of *Rhau* induced progressive DCM (Fig. 1, *C*–*D*). The heart/body weight ratio was significantly increased in *Rhau*-cKO mice, and molecular profiling for the markers of pathological heart remodeling revealed profoundly enhanced expression levels of *Nppa* (natriuretic peptide type A), *Nppb* (natriuretic peptide type B), and *Myh7* (myosin, heavy polypeptide 7, cardiac muscle, beta), but a substantially reduced expression level of *Myh6* (myosin, heavy polypeptide 6, cardiac muscle, alpha), indicating apparent pathological heart remodeling (Fig. 1*E*) (28). In agreement with those results, echocardiography analysis displayed progressively reduced heart contractility but dramatically increased left ventricular inner diameter in *Rhau*-cKO mice (Fig. 1*F*).

Furthermore, we performed wheat germ agglutinin staining to evaluate the effects of *Rhau* ablation on the size of cardiomyocytes. The results showed that deletion of *Rhau* caused a 1.68-fold enlargement of cardiomyocytes by 2 months of age compared with those of controls (Fig. S2*A*). TUNEL staining revealed significantly enhanced cell death in the cKO hearts at 3 months (Fig. S2*B*).

In addition, we crossed *Rhau*^*F/F*^ mice with the *CAAG-ERT2-Cre* (*ERT2-Cre*) line to generate *ERT2-Cre;Rhau*^*F/F*^ mice for chemically inducible deletion of *Rhau* in the adults. On five successive doses of tamoxifen administration to control and *ERT2-cre;Rhau*^*F/F*^ mice at 2 months of age, *Rhau* was effectively deleted in the hearts of *ERT2-cre;Rhau*^*F/F*^ mice as demonstrated by Western blotting analysis (Fig. S3*A*). Histological analysis revealed mild cardiac dilation in the mice 1 month after tamoxifen administration (Fig. S3*B*). However, 2 months after tamoxifen administration, the hearts of *ERT2-cre;Rhau*^*F/F*^ mice were severely dilated compared with those of littermate controls (*Rhau*^*F/F*^), and their contractile function was dramatically impaired (Fig. S3, *B*–*D*). Collectively, these results reveal that RHAU is required for postnatal heart growth and maintenance of cardiac function.

### *Rhau* deletion results in disrupted mRNA and protein levels of YAP1 and HEXIM1

RHAU is localized in the cytosol and nucleus of cardiomyocytes (Fig. S4). Our previous study indicates that RHAU modulates the stability of certain mRNA molecules, and *Rhau* deletion causes substantially increased mRNA levels. Therefore, we performed RNA-Seq to compare gene expression profiles between control and *Rhau* cKO mice. RNA was isolated from the hearts of mice at P10 to identify the early responsive genes on *Rhau* deletion while avoiding secondary effects. The volcano plot depicted a total of 807 differentially expressed genes including 437 upregulated genes and 370 downregulated genes (Fig. 2*A*). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was conducted and identified the DCM pathway as one of the significantly affected pathways, which is in agreement with the DCM phenotype of *Rhau* deletion mice (Fig. 2*B* and Table S1). Gene ontology (GO) enrichment analysis was performed for the categories of cellular component, molecular function, and biological process to uncover the relationship among differentially expressed genes. Notably, most genes in all the clusters were upregulated, which is consistent with RHAU being an mRNA destabilizing factor as we previously reported (Fig. S5, *A*–*C*) (21).

**Figure 2:**
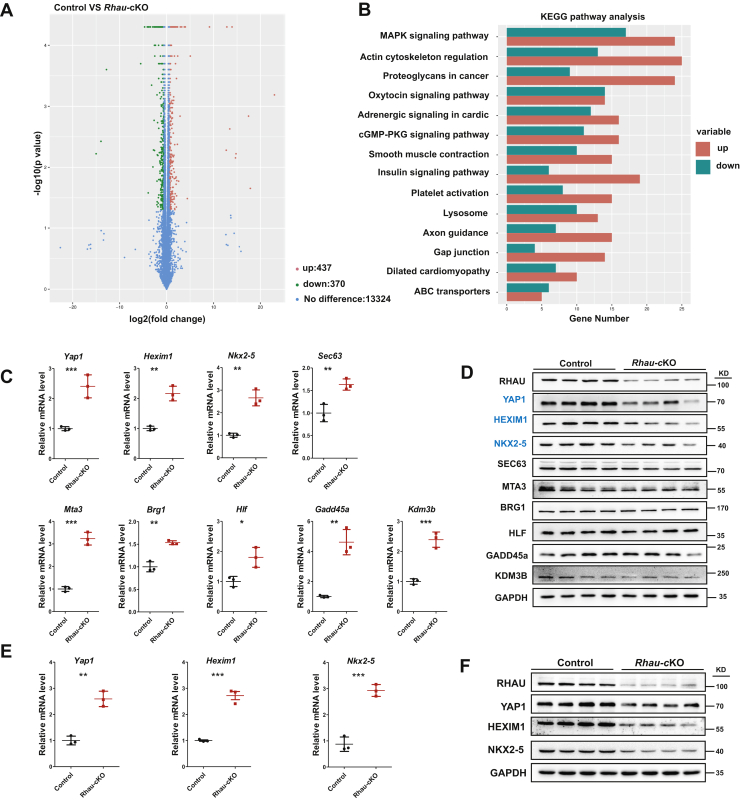
**Rhau deletion results in disrupted mRNA and protein levels of *YAP1* and *HEXIM1*.***A*, volcano plot of RNA-Seq analysis. RNA was isolated from the hearts of control (*Rhau*^*F/F*^) and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice at P10. Differentially expressed genes were filtered with fold change ≥1.5 and *p* < 0.05. *B*, KEGG pathway analysis of differentially expressed genes identified from RNA-Seq. *C*, quantitative RT-PCR analysis of candidate genes in the hearts of control (*Rhau*^*F/F*^) mice and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice at P10. N = 3 for each group. *D*, western blotting analysis of candidate genes in the hearts of control mice and *Rhau*-cKO mice at P10. GAPDH was used as loading controls. *E*, quantitative RT-PCR analysis to detect *Yap1*, *Hexim1*, and *Nkx2-5* mRNA levels. RNA was isolated from the hearts of control (*Rhau*^*F/F*^) and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice at P21. N = 3 for each group. *F*, western blotting analysis examined the protein levels of YAP1, HEXIM1, and NKX2-5 in the hearts of control (*Rhau*^*F/F*^) mice and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice at P21. GAPDH was used as loading controls. KEGG, Kyoto Encyclopedia of Genes and Genomes; MAPK, mitogen-activated protein kinase; PKG, protein kinase G.

In addition, mRNA was isolated from the hearts of mice (*ERT2-Cre;Rhau*^*F/F*^ and *Rhau*^*F/F*^ mice) at 2 months after tamoxifen administration for microarray analysis (Fig. S6, *A*–*B*). 

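Dhx36, the gene that encodes RHAU, had a higher mean intensity in the arrays labelled Rhau KO (ERT2-Cre;Rhau F/F) than in those labelled Control (Rhau F/F) on each of its 3 probe sets. On the probe set with the widest gap the intensity was 627 and 537 in the arrays labelled Rhau KO and 156 and 172 in those labelled Control. On the brightest of the 3 it was 568 and 537 against 327 and 194, a log2 difference of 1.13 (standard error 0.36, adjusted p = 0.873 from limma). On the third it was 327 and 276 against 253 and 149. This direction is opposite to the deletion that the labels name, so values are given by array label throughout. Esr1 is the estrogen receptor gene, and the ERT2 part of the Cre cassette is made from an estrogen receptor. Whether the Esr1 probe sets read the cassette is not known, since its receptor sequence and the probe positions are not given in the sources used here. On the brightest of its 3 probe sets the intensity was 5.40 and 25.5 in the arrays labelled Rhau KO, the genotype that carries the cassette, and 18036 and 19847 in those labelled Control. The other 2 probe sets of Esr1 did not separate the groups, at 7.90 and 43.8 against 518 and 28.7, and at 87.8 and 107 against 1936 and 74.0. The western blot of the study shows loss of RHAU protein in ERT2-Cre;Rhau F/F hearts collected after the 5 days of tamoxifen (Fig. S3A). Its legend does not give the 2-month interval of the arrays, and the blot does not settle what each array holds. Control replicate 1 stood apart from the other 3 arrays. Tnni3, which encodes cardiac troponin I and was chosen after its values were seen, read 10.3 in Control replicate 1 and 37838 to 39371 in the other 3 arrays, while Myh4, a myosin of fast skeletal muscle, read 43654 in Control replicate 1 and at most 80.4 in the others. By their labels the arrays came from hearts, 2 arrays per group. The paper and the design text of the series give tamoxifen at 20 mg/kg/day for 5 days from 2 months of age, and hearts collected 2 months after it. The authors labelled the RNA for Affymetrix mouse arrays and computed MAS 5.0 intensities, which are linear and scaled to the same trimmed mean on every array. Here, log2 intensities were compared with limma, Rhau KO minus Control, for the 18193 genes with a probe set assigned to a single gene symbol, taking the brightest such probe set of each gene. Nothing in the sources used here says that replicates came from separate animals, so p-values measure only the spread between these samples. An exact permutation test of 2 arrays against 2 cannot give a p under 0.333.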

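Kdm3b, a histone demethylase, and Upf2, a factor of nonsense-mediated mRNA decay, were lower in the arrays labelled Rhau KO than in those labelled Control. The intensity of Kdm3b was 1151 ± 111 (SD, n = 2) against 4718 ± 446 (SD, n = 2), a log2 difference of -2.04 (standard error 0.21). That of Upf2 was 1334 ± 87.4 against 5066 ± 776, a log2 difference of -1.92 (standard error 0.22). Hspb7, a small heat shock protein of the heart, was higher at 26016 ± 722 against 9834 ± 2609, and Rgs2, a regulator of G protein signaling, at 2713 ± 94.3 against 687 ± 325. With the mean of all probe sets of a gene, the log2 difference was -1.30 for Kdm3b and -0.65 for Upf2, and likewise smaller for Hspb7 (0.95), Snap91 (0.93), Xpo7 (-0.70) and Tra2a (-0.22). Kdm3b, Upf2, Hspb7 and Rgs2 had an adjusted p = 0.873 from limma with all arrays. Without Control replicate 1, Kdm3b and Upf2 fell (adjusted p = 0.0110 and 0.0123) and Hspb7 and Rgs2 rose (adjusted p = 0.0102 and 0.0139). The 12 higher genes with the smallest p in the brighter part of the genes were Snap91, Pla2g5, Hspb7, Ctsh, Rgs2, Efhd2, Pik3r1, Scube2, Gstt1, Acot1, Angpt1 and F3, at 2.27-fold (Gstt1) to 4.61-fold (Acot1). The 12 lower genes were Esr1, Kdm3b, Ccdc66, Upf2, Gadd45a, Dcaf5, Set, Xpo7, Hexim1, Ptpmt1, Tra2a and Bex1, which apart from Esr1 differed by 2.64-fold (Tra2a) to 5.90-fold (Bex1). Over all genes, limma called 0 of 18193 at an adjusted p under 0.05 and 785 at an unadjusted p under 0.05, and the methods' t-test called 0 and 941. At the thresholds of Fig. S6A, a fold of at least 2 with an unadjusted p under 0.05, limma called 599 genes, 300 higher and 299 lower in the arrays labelled Rhau KO, and the methods' t-test called 351. In simulated arrays with the same spread, 576 of 17963 genes made without a change passed both thresholds. When Control replicate 1 was left out, 149 genes passed an adjusted p under 0.05, 31 higher and 118 lower, while 95 of 17963 simulated genes made without a change passed the adjusted threshold. The genes past both thresholds then numbered 820, 539 higher and 281 lower, with 303 of the 599 among them. Leaving out Rhau KO replicate 1, Rhau KO replicate 2 or Control replicate 2 gave 287, 285 and 3282 genes past both thresholds, and 0, 0 and 4097 at an adjusted p under 0.05.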

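Of 36 measured genes of fatty acid oxidation, 34 had a higher mean in the arrays labelled Rhau KO, and the list shifted upward by the camera test of limma (adjusted p = 2.64e-08, and adjusted p = 0.901 with an estimated correlation). With an estimated correlation, camera has only the few residual degrees of freedom of these arrays, so a missing call there does not decide. Its 4 members past the thresholds of Fig. S6A were Lipe, Acot2, Cpt2 and Acaa2, the last named after its values were seen, and 0 passed when adjusted over the list alone. Acot2, a mitochondrial thioesterase, read 4843 and 4954 in the arrays labelled Rhau KO, 809 in Control replicate 1 and 2205 in Control replicate 2. Cpt2, which imports fatty acids into mitochondria, read 8428 and 7755 against 2458 and 5302. With the mean of all probe sets of a gene, the log2 difference went from 1.16 to 0.50 for Cpt2 and from 1.14 to 0.26 for Lipe. Leaving out Control replicate 1 leaves replicate 2, the array that stands apart in heat shock genes, as the lone Control for every list here. Without Control replicate 1, the median log2 difference of the list went from 0.643 to 0.242. That of Cpt2 was then 0.609, that of Acaa2 0.601 (1.18 with all arrays), that of Acot2 1.15 (1.87 with all arrays) and that of Lipe 1.02. With Control replicate 1 left out, an array that read 43235 for the skeletal muscle gene Pvalb, 31 of the 36 were higher and 14 passed when adjusted over the list alone (camera adjusted p = 1.23e-08, and adjusted p = 0.870 with an estimated correlation). Of 28 genes of the TCA cycle, 25 were higher (adjusted p = 0.000394, and 7.03e-06 without Control replicate 1), and of 74 genes of oxidative phosphorylation, 73 were higher (adjusted p = 0.000499), while without it 55 were higher (adjusted p = 0.0706) and with median centring the call was lost (adjusted p = 0.0892). Both had an adjusted p = 0.901 with an estimated correlation over all 4 arrays, and 0.870 with it without Control replicate 1. Leaving out Rhau KO replicate 1 or replicate 2 gave an adjusted p = 0.0829 and 0.0686 for oxidative phosphorylation, and 0.0171 and 0.0644 for the TCA cycle.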

Heatmap analysis illustrated a comprehensive comparison of differentially expressed genes between the two groups (Fig. S6*A*). Notably, KEGG pathway analysis indicated that the DCM pathway was affected most (Fig. S6*B*).

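Of 84 measured genes of the DCM pathway, Myh7 and Adcy9 passed the thresholds of Fig. S6A, and both were lower in the arrays labelled Rhau KO. Myh7, the beta myosin heavy chain, read 5095 and 15848 in the arrays labelled Rhau KO and 37865 and 32278 in those labelled Control. Its log2 difference was -1.96 (standard error 0.58), and -1.14 without Rhau KO replicate 1 and -2.78 without Rhau KO replicate 2. It was -1.84 without Control replicate 1, the array with skeletal muscle transcripts, and -2.08 without Control replicate 2. By label this is opposite to the higher Myh7 that the paper reports in Rhau-cKO hearts at P21 (Fig. 1E), which are of another Cre line and younger. Adcy9, an adenylyl cyclase, read 1008 and 1234 against 6076 and 2814, a log2 difference of -1.89 (standard error 0.40). Itgav, an integrin subunit of the same pathway, read 2217 and 2102 against 3478 and 3781. Chance would give 2.77 of the 84 genes among the 599 called (one-sided Fisher's exact test against all genes tested, adjusted p = 1 over 5 pathways). In Control replicate 1, Myh6, the alpha myosin heavy chain of the same pathway, read 171 against 55092 to 56344 in the other 3 arrays. Without this array, 5 of the 84 genes passed both thresholds (adjusted p = 0.830), 2 of them higher, and without Rhau KO replicate 1 or replicate 2, 1 and 3 passed. By the methods' t-test 0 of the 84 passed both thresholds. With a pseudocount of 32 and with the replicate block 3 and 5 passed, 1 of them higher in each case. A block crossed over the replicate numbers, chosen after the data were seen, gave 8, 3 of them higher (adjusted p = 0.0145 by the exact test). Without Control replicate 2, which leaves Control replicate 1 as the lone Control, 30 of the 84 passed, 19 of them higher (adjusted p = 0.000218). From the KEGG analysis of its differentially expressed genes, the paper states that the DCM pathway was the most affected.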

Next, we made comparisons among the three data sets of RNA-Seq, microarray, and mRNA G4s (29). The mRNA G4s data set was used here as we and others have found that RHAU functions as an RNA helicase to unwind mRNA G4s. These comparisons identified 21 genes shared by all three data sets (Fig. S6*C*), and the shared genes were considered primary candidates for further investigation. 

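Of the 21 candidate genes, 20 had a lower mean log2 intensity (and 21 a lower mean intensity) in the arrays labelled Rhau KO than in those labelled Control, a direction drawn by label, with Dhx36 running against the labels. Hexim1, an inhibitor of the transcription elongation factor P-TEFb, read 592 and 740 in the arrays labelled Rhau KO and 2372 and 3413 in those labelled Control, a log2 difference of -2.10 (standard error 0.29). Gadd45a, a stress response gene, had a log2 difference of -2.27 (standard error 0.28), and Set, a histone chaperone, one of -1.46 (standard error 0.18). Yap1, the effector of the Hippo pathway, read 2861 and 3151 against 3904 and 8784, a log2 difference of -0.96 (standard error 0.43). On its other probe set Yap1 read 605 and 572 against 459 in Control replicate 1 and 1833 in Control replicate 2. That log2 difference was -0.64 (standard error 0.68), and the groups did not separate. Nkx2-5, a cardiac transcription factor, read 1233 and 1358 against 64.8 in Control replicate 1 and 6343 in Control replicate 2, a log2 difference of 1.01 (standard error 2.21) whose size rests on the dim reading of 64.8. By limma, 12 of the 21 passed the thresholds of Fig. S6A, each of them lower, 11 fell when adjusted over the list alone, and 0 passed when adjusted over all genes. The list shifted downward by camera (adjusted p = 3.06e-21, and adjusted p = 0.901 with an estimated correlation). The study chose these genes partly on these arrays, by fold and p, so these counts and the camera result are not independent evidence of a change. Whether the direction on the arrays entered that choice is not stated. Control replicate 1 read 18.1 for the cardiac calcium channel gene Ryr2 against 11649 to 19485 in the other 3 arrays. Without it, all 21 candidates were lower. Without Rhau KO replicate 1 or replicate 2, 20 of the 21 were lower, with Hexim1 at -1.94 and -2.26 and Set at -1.44 and -1.49. Without Control replicate 2, 19 of the 21 were lower, and Nkx2-5 stood at 4.32 against a dim lone Control. Without Control replicate 1, Yap1 was at -1.55 and Hexim1 at -2.37 on the log2 scale, and Nkx2-5 turned to -2.29. The lone Control there is replicate 2, the array that stands apart in heat shock genes, and without it Yap1 was at -0.38 (adjusted p = 0.0696). Of the 9 candidates followed in Fig. 2C, 8 were lower with all arrays, with 3 falling when adjusted over the list alone. Leaving out Control replicate 1, 8 of the 9 fell at an adjusted p under 0.05, and the median of the 9 against the other 3 arrays lay at 1.49 log2 units in Control replicate 2 and at -0.03 in Control replicate 1.

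**Figure D1:**
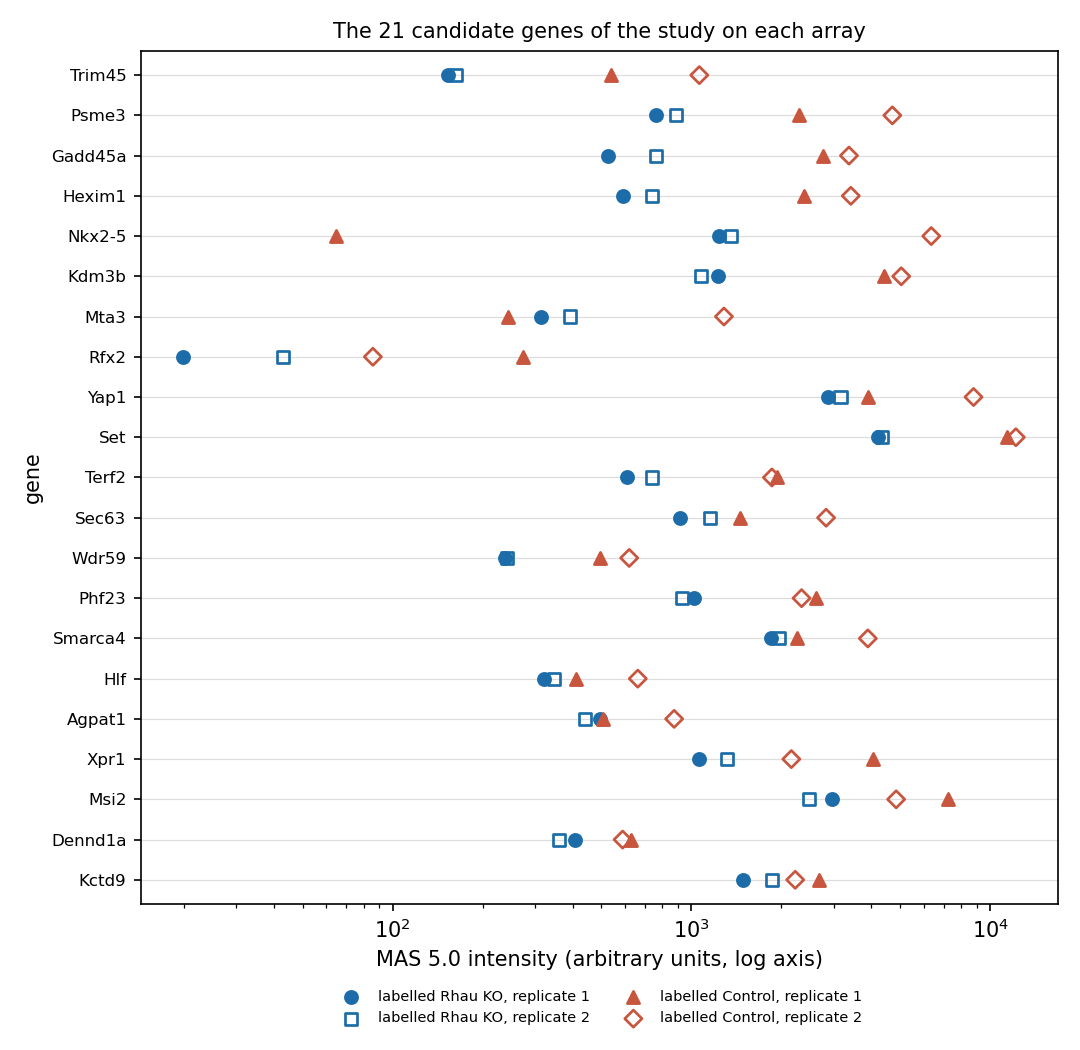
MAS 5.0 intensity (log axis, arbitrary units) of the 21 candidate genes, one symbol per array, with arrays labelled Rhau KO in blue and arrays labelled Control in red. For Hexim1 the arrays labelled Rhau KO sit at 592 and 740 and those labelled Control at 2372 and 3413, while for Nkx2-5 Control replicate 1 sits lowest at 64.8.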

Notably, the mRNA levels of all 21 candidate genes were significantly upregulated, according to the fragments per kilobase of exon per million fragments mapped values from RNA-Seq analysis (Table S2). The alteration of mRNA levels was further confirmed by quantitative RT-PCR (qRT-PCR) for most of these genes using heart samples from control and *Rhau*-cKO mice (P10). Among them, nine genes were possibly involved in regulating heart function by literature search, and their mRNA levels were markedly increased in *Rhau*-cKO hearts (Fig. 2*C*).

Next, we performed Western blotting analysis to examine the protein levels of these nine genes in control and *Rhau*-cKO mice (P10) and revealed distinct reduction of YAP1, HEXIM1, and NKX2-5 (Figs. 2*D* and S11), three proteins that have been reported to play critical roles in heart development, growth, and remodeling (22, 24, 26, 30, 31, 32).

Similar but more apparent changes of YAP1, HEXIM1, and NKX2-5 at both the mRNA and protein levels were observed in control and *Rhau*-cKO mice at P21 compared with those at P10 (Fig. 2, *E*–*F*). These changes were also confirmed in the *ERT2-Cre;Rhau*^*F/F*^ adult mice. Five days after tamoxifen injection, hearts were collected to evaluate the mRNA and protein levels for all three candidate genes. Similar patterns were observed for all the candidates, which revealed that these changes were a primary response on *Rhau* deletion (Fig. S7, *A*–*B*).

Collectively, we have identified *Yap1*, *Hexim1*, and *Nkx2-5* as potential RHAU regulatory targets in postnatal hearts.

### RHAU regulates the stability of *Yap1* and *Hexim1* mRNAs

Our previous study has thoroughly explored the mechanisms of RHAU regulation on *Nkx2-5* mRNA stability and translation (21). Therefore, we tested whether RHAU can directly interact with *Yap1* and *Hexim1* mRNAs to modulate their translation and stability in the postnatal heart.

For this purpose, H9C2 cells (a line of cardiomyocyte-like cells) with silenced *Rhau* were subjected to qRT-PCR and Western blotting analysis to assess the protein and mRNA levels of *Yap1* and *Hexim1*, respectively. As shown, knockdown of *Rhau* increased the mRNA levels but reduced protein levels of *Yap1* and *Hexim1* (Fig. 3, *A*–*B*), a pattern of alteration similar to that was observed in the hearts of *Rhau*-deficient mice.

**Figure 3:**
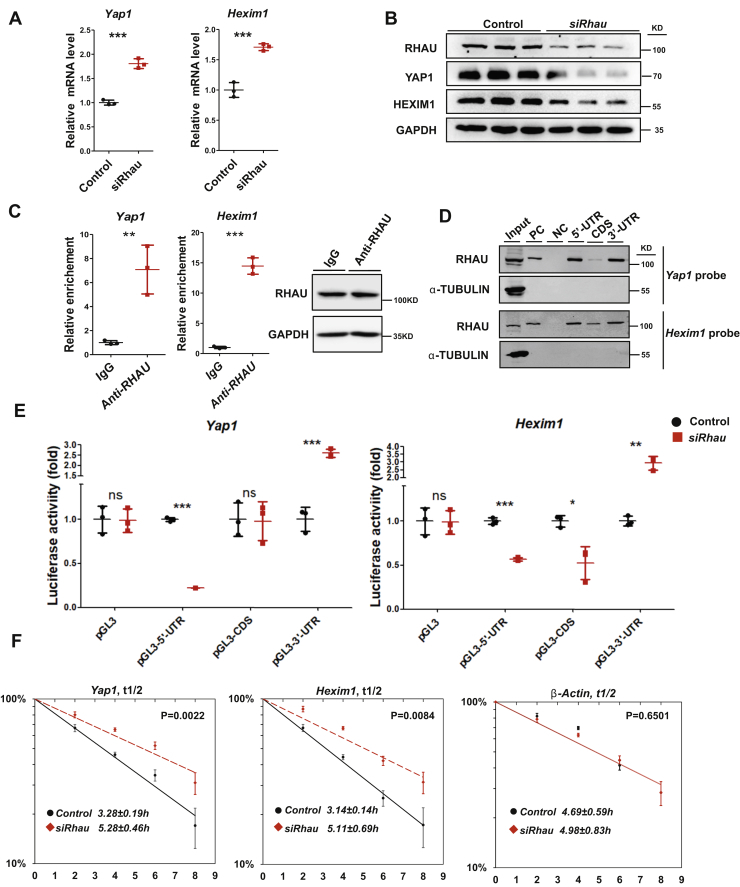
**RHAU regulates the stability of *Yap1* and *Hexim1* mRNAs.***A*, quantitative RT-PCR analysis to measure the mRNA levels of *Yap1* and *Hexim1* in control and *Rhau* knockdown H9C2 cells. *Rhau* was knocked down by transfection of siRNA targeting *Rhau* mRNAs, and control cells were transfected with a negative control siRNA. Seventy-two hours after transfection, cells were harvested. A half of the cells were used for RNA isolation, and the other half of the cells were used for Western blotting analysis. N = 3 for each group. *B*, qestern blotting analysis to detect the protein levels of *RHAU*, *YAP1*, and *HEXIM1* in control and *Rhau* knockdown H9C2 cells. Protein was extracted from the cells described in (*A*). GAPDH was used as loading controls. *C*, ribonucleoprotein immunoprecipitation assays examined the endogenous association of RHAU with *Yap1* and *Hexim1* mRNA in H9C2 cells. The relative enriched levels of *Yap1* and *Hexim1* mRNA were determined by quantitative RT-PCR. The *Gapdh* transcripts were used as internal controls, and IgG antibody was used as negative controls. Western blotting analysis showed the enrichment of RHAU protein levels in the samples. N = 3 for each group. *D*, RNA pull-down assays were performed to assess the association of RHAU with biotinylated 5'-UTRs, CDSs, and 3'-UTRs of *Yap1* and *Hexim1* mRNA. The biotinylated 3'-UTR of *Nkx2-5* mRNA was used as a positive control and biotinylated p27-CDS as a negative control. *E*, luciferase reporter assays explored the effects of RHAU binding to specific fragments of the *Yap1* and *Hexim1* mRNAs on *Rhau* knockdown in H9C2 cells. *Rhau* was knocked down by transfection of siRNA targeting *Rhau* mRNAs, and control cells were transfected with a negative control siRNA. For each column, n = 3. *F*, half-lives of the endogenous mRNAs of *Yap1* and *Hexim1* were examined in *Rhau* knockdown H9C2 cells and control (transfected with a negative control siRNA) cells. The β-actin mRNA was used as an internal control. For each time point, n = 3. IgG, immunoglobulin G; RHAU, RNA helicase associated with adenylate- and uridylate-rich element.

Next, we performed ribonucleoprotein immunoprecipitation (RIP) and RNA pull-down assays to test whether RHAU could directly associate with *Yap1* and *Hexim1* mRNAs. The results indicate that the mRNAs of *Yap1* and *Hexim1* were significantly enriched with anti-RHAU antibody compared with the immunoglobulin G control, indicating robust binding of RHAU to *Yap1* and *Hexim1* mRNAs (Fig. 3*C*). Meanwhile, RNA pull-down assays also demonstrated that RHAU could bind to the 5'-UTRs and 3'-UTRs of *Yap1* and *Hexim1* mRNAs (Fig. 3*D*). In addition, a modest association between RHAU and the coding sequence (CDS) of *Hexim1* mRNA was observed (Fig. 3*D*). Taken together, these results demonstrated direct association of RHAU with *Yap1* and *Hexim1* mRNAs.

Furthermore, through luciferase reporter assays, we studied the effects of the association of RHAU with the fragments of the *Yap1* and *Hexim1* mRNAs. For this purpose, pGL3-Luc-based reporters containing the 5'-UTR, CDS, and 3'-UTR of *Yap1* and *Hexim1* mRNAs were constructed (Fig. S8*A*). On silencing of *Rhau*, the 5'-UTR reporter activity of both *Yap1* and *Hexim1* was decreased dramatically, whereas the 3'-UTR reporter activity was increased profoundly (Fig. 3*E*). Although the pGL3-Luc-CDS activity of *Yap1* was not affected by *Rhau* knockdown, the pGL3-Luc-CDS activity of *Hexim1* was decreased significantly after *Rhau* knockdown (Fig. 3*E*), which could be a result of RHAU binding. It should be noted that addition of 5'-UTRs of *Yap1* and *Hexim1* suppressed, whereas addition of 3'-UTRs of these genes enhanced pGL3 luciferase activity in the presence of control siRNA (possibly because of suppression effects of 5'-UTR and stabilization effects of 3'-UTR). In addition, knockdown of RHAU increased the transcript levels of pGL3-Luc-3'-UTRs of *Yap1* and *Hexim1* but had no effect on those of pGL3-Luc-5'-UTR and pGL3-Luc-CDS for *Yap1* and *Hexim1* (Fig. S8, *B*–*C*). Taken together, RHAU regulates *Yap1* and *Hexim1* expression by association with *Yap1* and *Hexim1* mRNAs. These results suggested that the association of RHAU with the 3'-UTRs of *Yap1* and *Hexim1* may destabilize their mRNAs, whereas association with the 5'-UTRs of *Yap1* and *Hexim1* mRNAs may enhance mRNA translation.

To confirm that RHAU influences the turnover of *Yap1* and *Hexim1* mRNAs, RNA isolated from H9C2 cells at indicated times was subjected to qRT-PCR analysis to assess the half-lives of mRNAs (Fig. 3*F*). As shown, knockdown of RHAU extended the half-lives of *Yap1* and *Hexim1* mRNAs but not that of β-actin mRNA (Fig. 3*F*). Therefore, RHAU destabilized the mRNAs of *Yap1* and *Hexim1*. Taken together, these results indicate that RHAU regulates the stability of *Yap1* and *Hexim1* mRNAs through association with their 3'-UTRs.

### RHAU promotes the translation of *Yap1* and *Hexim1* mRNAs

Because knockdown of *Rhau* reduced the reporter activity of pGL3-Luc-5'-UTR without influencing their transcripts levels, the association of RHAU with the 5'-UTRs of *Yap1* and *Hexim1* mRNAs may influence the mRNA translation.

Previously, we figured out RHAU binding to the G4-forming sequences (G4S) of 5'-UTR in *Nkx2-5* mRNA to facilitate translation. Thus, we analyzed whether RHAU executes similar effects on the G4S in the 5'-UTRs of *Yap1* and *Hexim1* mRNAs. By sequencing analysis, potential G4-forming sequences (G4S) in both 5'-UTRs of *Yap1* and *Hexim1* mRNA were identified (Fig. 4*A*). We then constructed enhanced GFP (EGFP)–expressing vectors bearing the 5'-UTRs of *Yap1* and *Hexim1* (5'-UTR-EGFP) or their variants containing mutant G4S (G4Sm-EGFP) (Fig. 4, *A*–*B*). These vectors were then delivered into human embryonic kidney 293 (HEK293) cells. Afterward, the activity of GFP reporters was visualized by intensity and further examined by Western blotting analysis. Notably, the cells transfected with vectors bearing the 5'-UTRs (5'-UTR-EGFP) of *Yap1* or *Hexim1* mRNAs showed a dramatically reduced intensity of GFP compared with those cells transfected with a control vector (empty EGFP expression vector) (Fig. 4, *C*–*D*). However, the cells transfected with G4S mutant vectors (G4Sm-EGFP) showed comparable GFP intensity to those transfected with the control vector. Western blotting analysis further confirmed these changes (Fig. 4, *C*–*D*). Taken together, these results demonstrated that the G4S in the 5'-UTRs of *Yap1* and *Hexim1* mRNA strongly suppressed reporter activity.

**Figure 4:**
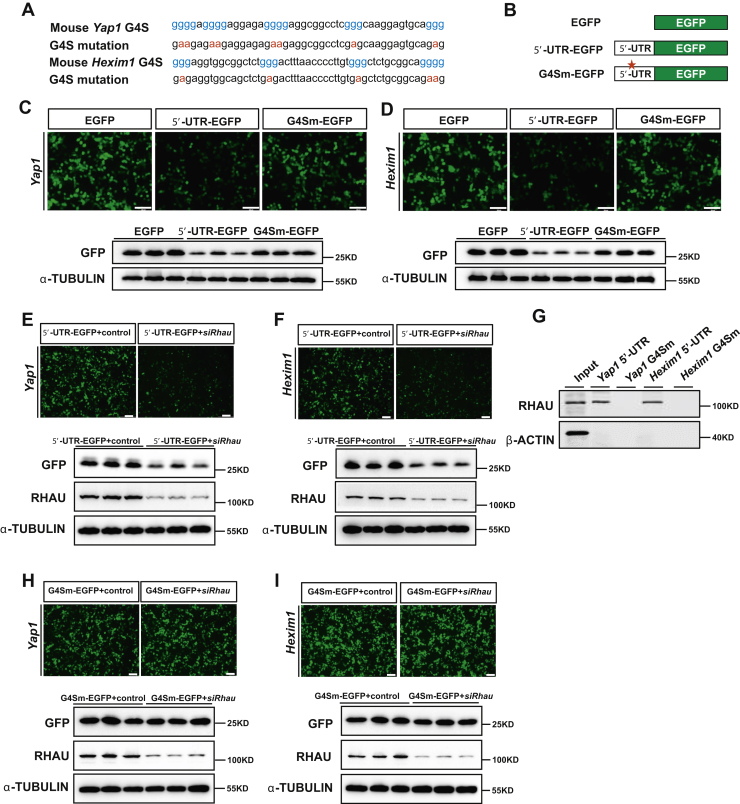
**RHAU promoted the translation of *Yap1* and *Hexim1* mRNAs.***A*, potential G4-forming sequences (G4S) and their corresponding mutations in the 5'-UTRs of *Yap1* and *Hexim1* mRNA are depicted. *B*, schematic representation of the chimeric EGFP vector structure. EGFP represents pEGFP-N1 blank vector; 5'-UTR-EGFP represents chimeric pEGFP-N1 vector flanked with 5'-UTR of *Yap1* or *Hexim1* mRNA, and G4Sm-EGFP represents chimeric pEGFP-N1 vector flanked with G4S-mutated 5'-UTR of *Yap1* or *Hexim1* mRNA. *C* and *D*, representative images show the intensity of chimeric GFP reporters for *Yap1* and *Hexim1* followed by Western blotting analysis to confirm the GFP protein levels. α-Tubulin was used as a loading control. The scale bar represents 200 μm. *E* and *F*, representative images show that *Rhau* knockdown reduced the activity of chimeric GFP reporters for *Yap1* and *Hexim1* followed by Western blotting analysis. α-Tubulin was used as a loading control. The scale bar represents 200 μm. *G*, RNA pull-down assays were performed to assess the association of RHAU with biotinylated 5'-UTRs and G4S-mutated 5'-UTRs. *H* and *I*, representative images show the activity of G4Sm-EGFP reporters for *Yap1* and *Hexim1* in response to *Rhau* knockdown and Western blotting analysis. α-Tubulin was used as a loading control. The scale bar represents 200 μm. EGFP, enhanced GFP; RHAU, RNA helicase associated with adenylate- and uridylate-rich element.

Next, we explored whether RHAU could act on the G4S in the 5'-UTRs of *Yap1* and *Hexim1* mRNA to expedite translation. For this purpose, the activity of 5'-UTR-EGFP reporters was detected using strategy similar as described previously, with or without silencing of *Rhau*. The results showed that *Rhau* knockdown significantly reduced GFP reporter activity for both *Yap1* and *Hexim1* (Fig. 4, *E*–*F*). Conversely, *Rhau* overexpression remarkably enhanced GFP reporter activity for both *Yap1* and *Hexim1* (Fig. S9, *A*–*B*).

Furthermore, RNA pull-down analysis was conducted for probes consisting of the G4S mutated 5'-UTRs of *Yap1* and *Hexim1*. The results demonstrated that the association of RHAU with the *Yap1* and *Hexim1* 5'-UTRs was abolished when the G4S were mutated (Fig. 4*G*). Accordingly, modulation of RHAU protein levels by *Rhau* knockdown or overexpression showed little effects on GFP reporter expression when the G4Ss were mutated (Figs. 4, *H*–*I* and S9, *C*–*D*). In addition, we also detected the transcript levels of these GFP reporters by qRT-PCR analysis. However, the results showed that modulation of RHAU levels by *Rhau* knockdown or overexpression showed little effects on GFP transcript levels (Fig. S10, *A*–*D*).

Taken together, these results suggest that the association of RHAU with the 5'-UTRs of *Yap1* and *Hexim1* mRNA is responsible for the translational regulation; and the G4Ss are required for the association of RHAU with the 5'-UTRs of *Yap1* and *Hexim1* mRNA, and the regulatory effects.

### *Rhau* deletion impairs heart regeneration in the neonatal mice

YAP1 is believed to be essential for neonatal heart regeneration in response to injury (26, 33, 34). In this study, we identified *Yap1*, *Hexim1*, and *Nkx2-5* mRNAs as a regulatory target of RHAU, and we found that *Rhau* deficiency profoundly reduced their protein levels. Therefore, we explored the capacity for heart regeneration in *Rhau*-deficient neonatal mice.

Myocardial infarction (MI) surgery was performed on *Rhau*-cKO mice and control mice at P5, when the mouse heart is capable of complete regeneration. Hearts were collected 4 weeks after MI surgery. The capacity for regeneration was evaluated by fibrosis area and unbiased regeneration scoring as reported before (35). The scoring of regeneration capability was grouped into three categories: category 1 indicated complete regeneration, category 2 represented partial regeneration, and category 3 marked a total blockade of regeneration. Histological analysis and statistical study of the regeneration scores revealed that the hearts of most (account for 64.70%) of control mice could fully regenerate within 4 weeks after MI (Fig. 5, *A*–*B*). However, a greater number (account for 76.92%) of the hearts of *Rhau*-cKO mice lost their regeneration capacity (Fig. 5, *A*–*B*). Moreover, the hearts of *Rhau*-cKO mice displayed markedly enlarged size after MI surgery compared with those of sham *Rhau* cKO mice (Fig. 5*A*).

**Figure 5:**
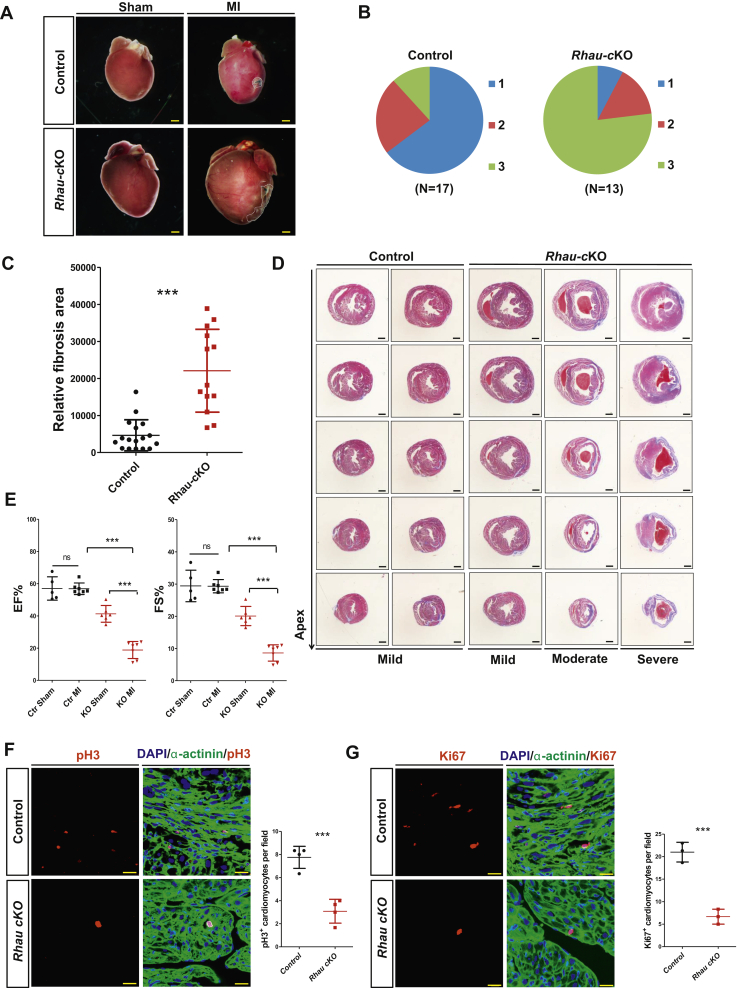
***Rhau* deletion impairs heart regeneration in the neonatal mice.***A*, representative images from morphological analysis of control (*Rhau*^*F/F*^) and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice after MI surgery or a sham operation. Four weeks after MI surgery or sham operation (performed at P5), the hearts were collected for analysis. The scale bar represents 0.5 mm. *B*, heart regeneration capability scoring of control (*Rhau*^*F/F*^) mice (n = 17) and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice (n = 13). The regeneration capability was grouped into three categories: category 1 indicated complete regeneration, category 2 represented partial regeneration, and category 3 indicated a total blockade of regeneration. *C*, quantification of fibrotic scar areas for control (*Rhau*^*F/F*^) mice (n = 17) and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice (n = 13) 4 weeks after MI surgery. *D*, representative images from Masson's trichrome staining of heart sections for control (*Rhau*^*F/F*^) mice and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice 4 weeks after MI surgery. The scale bar represents 0.5 mm. *E*, Echocardiography tests to examine the cardiac function of control (*Rhau*^*F/F*^) mice and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice after MI or sham operation. Four weeks after MI surgery or sham operation (performed at P5), the mice were used for analysis. EF and FS were calculated according to the guidelines. For sham group, n = 5 and n = 6 for control and *Rhau*-cKO mice, respectively; for MI group, n = 7 for control or *Rhau*-cKO mice. *F*–*G*, immunofluorescence staining of pH3 (*F*) (n = 4) and Ki67 (*G*) (n = 3) labeled the proliferating cardiomyocytes after MI surgery and data quantification. One week after MI surgery performed at P5, the hearts of control (*Rhau*^*F/F*^) mice and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice were collected for analysis. pH3 and Ki67 marked the proliferating cells, α-actinin marked the cardiomyocytes, and DAPI marked all the nuclei. The average number of proliferating cardiomyocytes from three fields per heart section was used for quantification. The scale bar represents 200 μm. DAPI, 4′,6-diamidino-2-phenylindole; EF, ejection fraction; FS, fractional shortening; MI, myocardial infarction; ns, not significant.

Examination of the fibrotic scar areas revealed extensive fibrosis in the hearts of *Rhau*-cKO mice and little or no fibrosis in controls, which was consistent with the results concerning regeneration capacity (Fig. 5*C*). Masson's trichrome staining of heart sections further confirmed these results (Fig. 5*D*).

In addition, echocardiography was performed to examine the cardiac function of these mice. By 4 weeks after MI injury, the control mice had completely recovered their cardiac contractile function to the same level as the sham group (Fig. 5*E*). However, the cardiac contractile function was dramatically decreased in the MI group compared with the sham group in *Rhau*-cKO mice, which indicated a complete blockade of recovery (Fig. 5*E*).

To further establish the effects of RHAU on heart regeneration, we conducted immunofluorescent staining of phosphohistone H3 and Ki67 to label the proliferating cardiomyocytes before and after MI surgery. RHAU deficiency significantly reduced the number of phosphohistone H3 and Ki67 positive cardiomyocytes in *Rhau*-cKO mice hearts compared with those in control mice hearts (Fig. 5, *F–G*).

## Discussion

In this study, we have uncovered the essential role of RHAU in sustaining postnatal heart function. Deletion of *Rhau* in the postnatal cardiomyocytes imposes a profound effect on heart physiology. Heart contractility is impaired and quickly deteriorated leading to significant ventricular dilation and heart failure. Eventually, all the mice are lost within half a year. Thus, RHAU is essential for postnatal heart physiology. Meanwhile, this study suggests that RHAU deficiency could be one of the reasons in the development of DCM. This work unraveled the contribution of RHAUs to neonatal heart regeneration. Thus, modulation of RHAU amount could be a therapeutic strategy to interfere with a loss of cardiomyocytes and cardiac fibrosis resulting from DCM and MI.

RHAU is an mRBP with G4 resolvase activity (14, 17). The results presented in this study, together with our previous investigation, point to a unique dual regulatory mechanism exerted by RHAU to modulate mRNA translation and stability in a structure- and sequence-specific/dependent manner. RHAU acts on the G4 structures in the 5'-UTRs of *Yap1*, *Hexim1*, and *Nkx2-5* mRNAs to facilitate translation, whereas its association with the 3′-UTR of these mRNAs promotes their decay (Fig. 6). The important functions of YAP1, HEXIM1, and NKX2-5 in heart development and postnatal heart function have been comprehensively investigated and confirmed in the past; this study, therefore, suggests that RHAU sustains postnatal heart function and neonatal heart regeneration through a collective action of these proteins (Fig. 6).

**Figure 6:**
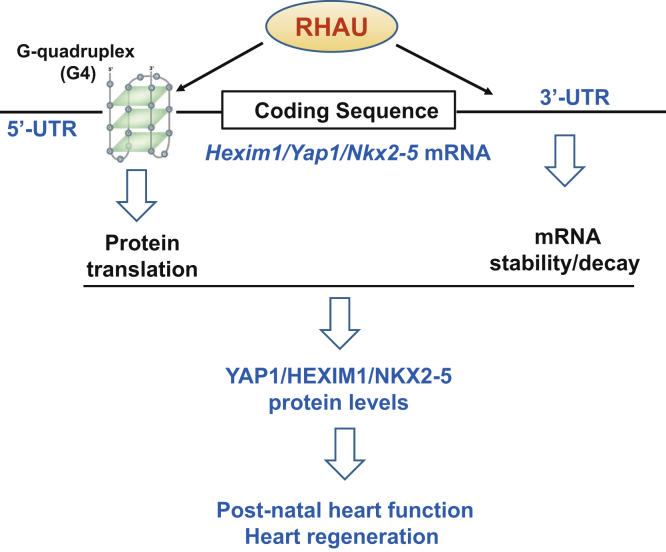
Working model of RHAU sustains postnatal heart function and neonatal regeneration through modulating target mRNA molecules. RHAU associates with both the 5'- and 3'-UTRs of the mRNA molecules of *Yap1*, *Hexim1*, and *Nkx2-5* to regulate mRNA translation and stability. The proteins of *YAP1*, *HEXIM1*, and *NKX2-5* are important regulators for heart function and regeneration. RHAU, RNA helicase associated with adenylate- and uridylate-rich element.

The G4 sequence/structure can be found in a wide range of locations in mRNA molecules, with preference for the 5'- and 3'-UTRs (36, 37). More than 13,000 rG4s (RNA G4s) forming sequences have been identified by *in vitro* and *in silico* approaches in the human transcriptome with the potential to form rG4s. A recent study mapped globally RHAU (DHX36) binding to RNA in human cells and revealed more than 4500 mRNAs possessing G-rich and G4s (38, 39, 40). To date, four RNA helicases have been suggested to unwind the G4 structures in mRNAs to facilitate translation; these helicases are RHAU/DHX36, DHX9, DDX21, and eIF4A although direct evidence for eIF4A to resolve G4 motif is still lacking (41). A recent study has reported that RHAU expedites the translation of *Mll1* and *Mll4* mRNAs *via* binding to the regions harboring the G4 motifs (42). eIF4A plays an essential role in translation initiation and has been shown to promote the translation of multiple oncogenic mRNAs in a G4-motif–dependent manner, which contributes profoundly to tumorigenesis (41). Taken together with our work, these studies have presented convincing evidence that the G4 structure of mRNA molecules regulate translation, which is involved in organogenesis and physiology.

In summary, we have demonstrated the important function of RHAU in regulating mRNA translation and stability, which is unique and vital for heart physiology. In the future, it will be necessary to clarify the details and sequential events of RHAU-mediated dual regulation of mRNA translation and degradation.

## Experimental procedures

### Mouse models and ethics statement

The experimental animal facility has been accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International. All mouse experiments were carried out according to the protocol approved by the Institutional Animal Care and Use Committee of the Model Animal Research Center of Nanjing University. Mice were anesthetized by inhalation of 1.0% isoflurane (RWD Life Science, China) in oxygen and placed on a warming pad during the whole process for echocardiographic measurement. All mice used in this study were bred on a C57BL/6J background.

*Rhau* floxed (*Rhau*^F/F^) mice were generated as reported previously (19). To generate *Rhau* conditional knockout (*Rhau*-cKO) mice, we crossed *α-MHC-Cre* and *Rhau*^F/F^ mice, where *α-MHC-Cre* was always introduced from the male mouse. For chemically inducible deletion of *Rhau* in the adults, we crossed *Rhau*^*F/F*^ mice with the *CAAG-ERT2-Cre* (*ERT2-Cre*) line to generate *ERT2-Cre;Rhau*^*F/F*^ mice. On tamoxifen (Sigma, T5648) administration (intraperitoneal injection at 20 mg/kg per day for 5 days) at 2 months of age, *Rhau* was effectively deleted in these mice (*ERT2-cre;Rhau*^*F/F*^). Littermate controls (*Rhau*^*F/F*^) were used for all these comparisons. PCR primers for genotyping of Cre and *Rhau* floxed (*Rhau*^F/F^) mice are following: Cre forward, ATGCTTCTGTCCGTTTGC; Cre reverse, CAATATGGATTAACATTCTCCC; *Rhau* flox forward, CTGCGTAGGGTAGCTTATG; *Rhau* flox reverse, ATCCGACTGTAGATTCCTTT.

### MI models for heart repair and regeneration

MI surgery was performed as described previously (26, 43). Briefly, mice (P5) were anesthetized by cooling on an ice bed for 3 to 5 min. After a skin incision was made, the intercostal muscles were moved aside by blunt dissection at the fourth intercostal space. A 10-0 nonabsorbable suture was then passed through the midventricle below the origin of the left anterior descending coronary artery and tied off. Afterward, the ribs were sutured together with a 6-0 nonabsorbable suture, and the skin wound was closed by using skin glue. After surgery, the neonates were warmed rapidly for several minutes under a heating lamp until recovery. The entire procedure lasted for 10 min. Sham pups underwent the same procedure including hypothermic anesthesia and thoracotomy except for left anterior descending coronary artery ligation. To evaluate the capacity for heart regeneration, we first performed echocardiography analysis as described previously at 4 weeks after MI. The mice were then sacrificed for further analysis of fibrotic area and unbiased regeneration scoring.

### Echocardiography

Transthoracic echocardiography was performed by using a Vevo 770 UBM system (Visual-Sonics, Canada) equipped with a 30 MHz single-element mechanical transducer as described previously (44). Mice were anesthetized by inhalation of 1.0% isoflurane in oxygen and placed on a warming pad during the whole process. The body temperature of the mice was monitored and maintained between 36 and 38 °C. The heart rate was maintained between 350 and 450 beats/min. Two-dimensional guided M-mode tracings were recorded. After measurement, cardiac output values, such as ejection fraction, fractional shortening, and left ventricular internal diameter at the end of diastole, were calculated according to the guidelines accompanying the Vevo 770 UBM system. All these measurements were performed by an investigator who was blinded to the genotypes of the mice.

### Western blotting analysis

Western blotting was performed following standard procedures. Briefly, cell and/or tissue lysates were prepared in radioimmunoprecipitation assay buffer. After denaturation, samples were resolved in 10% SDS-PAGE gels and transferred onto polyvinylidene fluoride membranes (Millipore). The membranes were blocked with 5% nonfat milk in 50 mM Tris, 150 mM NaCl, 0.5 mM TWEEN 20, pH 7.5 for 1 h at room temperature. After being blocked, the membranes were incubated with primary antibodies overnight at 4 °C, followed by incubation with the horseradish peroxidase–conjugated secondary antibody for 2 h at room temperature. Tanon High-sig ECL Western Blotting Substrate (Tanon, China) was used to detect horseradish peroxidase activity, and the bands were visualized with the Tanon-5200 imaging system (Tanon, China). The antibodies used are provided in Table S3. Relative gray intensity is quantified by Adobe Photoshop CS5 (Adobe Inc., Fig. S11).

### Quantitative RT-PCR

Total cellular RNA was extracted using TRIzol Reagent (Life Technologies, 15596018) following the manufacturer's instructions. A reverse transcription reaction was performed to produce complementary DNAs by using a HiScript II Q RT Supermix for qPCR (+gDNA wiper) kit (Vazyme Biotech, R223). The complementary DNAs were subjected to quantitative real-time PCR (qRT-PCR) using an AceQ qPCR SYBR Green Master Mix Kit (Vazyme Biotech, Q111) and an ABI StepOne Plus Real-time PCR instrument (Applied Biosystems). Relative quantification of gene expression was based on the threshold cycle (Ct), with *Gapdh* or β-actin mRNA as the internal control. Data were normalized to a control value of 1 and presented as a fold change (FC). The primers used for qRT-PCR are provided in Table S4.

### Plasmid construction

The vector expressing RHAU was as described previously (21). For the construction of pGL3-Luc–derived reporter plasmids, the fragments containing the 5'-UTRs, CDSs, and 3'-UTRs of *Yap1* and *Hexim1* mRNAs were first amplified by PCR. The fragments were then inserted into the pGL3-Promoter vector (Promega, E1761), flanked by luciferase CDSs, using a high-efficiency ClonExpress One Step Cloning Kit (Vazyme Biotech, C112). The pEGFP-derived reporter plasmids containing the 5'-UTRs of *Yap1* and *Hexim1* mRNAs were cloned into pEGFP-N1 vector (Clontech, 6085-1) using a similar strategy. As to 5'-UTRs G4S-mutated EGFP reporter plasmids, the G4S-mutated templates were generated by overlapping PCR with mutation primers and subsequently inserted flanking the EGFP CDS. The primers for plasmid construction are listed in Table S5.

### Cell culture and transfection

H9C2 and HEK293 cells were maintained in DMEM (Gibco, 11995065), supplemented with 10% fetal calf serum (Gibco, 10099141), at 37 °C in the presence of 5% carbon dioxide. Transient transfection was performed by using Lipofectamine 3000 (Life Technologies, L3000015) according to the manufacturer's instructions. To silence *Rhau*, siRNAs targeting *Rhau* mRNAs were transfected into the H9C2 or HEK293 cells. Control cells were transfected with a negative control siRNA. The sequences for the siRNAs are listed in Table S6. Cells were collected 72 h after siRNA transfection for further analysis. For plasmid transfection, cells were collected 48 h after transfection for further analysis.

### Luciferase assay

A firefly luciferase reporter assay was conducted according to the protocol from the manufacturer (Dual-Luciferase Reporter Assay System, Promega, E1910). For the luciferase reporter assay with *Rhau* knockdown, H9C2 cells were seeded in 6 cm dishes and initially transfected with siRNA targeting *Rhau* mRNA (or negative controls) as described previously. Twenty-four hours later, cells were reseeded in 24-well plates (4 × 10^4^ cells per well). The reseeded cells were subsequently transfected with 100 ng of pGL3-reporter (containing 5'-UTRs, CDSs, and 3'-UTRs of *Yap1* and *Hexim1* mRNAs) plasmids or blank pGL3-reporter (pGL3-Promoter) plasmid. Meanwhile, 0.5 ng of pRL-TK *Renilla* reporter plasmid (Promega, E2241) was transfected as internal controls for each group. Seventy-two hours after the siRNA transfection, cell lysates were prepared to measure the transcripts levels by qRT-PCR or luciferase activity following the manufacturer's instructions. Data were normalized to a control value of 1 and presented as an FC.

### RNA pull-down analysis

RNA pull-down assays were performed as described previously (45). To transcribe biotinylated RNA probes, we used PCR-amplified DNA fragments of 5'-UTRs, CDSs, and 3'-UTRs with the T7 promoter (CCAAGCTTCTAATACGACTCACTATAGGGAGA) as templates. The probes were then produced by using T7 RNA polymerase with biotin-uridine triphosphate (Biotium, #40033). One microgram of purified biotinylated transcripts was then incubated with 200 μg of whole-cell H9C2 lysates for 30 min at room temperature. Afterward, the washed Dynabeads M-280 Streptavidin (Life Technologies, 11206D) were added to the complexes for a further incubation of 30 min. The complexes were isolated using a magnetic grate (Life Technologies, 12321D) and washed with cold PBS three times. Finally, the pull-down material was analyzed by Western blotting analysis as described previously. Primers used for production of biotinylated RNA probes are listed in Table S7.

### RIP assay

RIP was performed using H9C2 cells with RHAU antibody as described previously (21). In brief, H9C2 cells were exposed to ultraviolet C (300 mJ/cm^2^), and the whole-cell lysates were collected for immunoprecipitation. The prepared lysates were then incubated with RHAU antibody (or immunoglobulin G antibody acted as control) for 2 h at 4 °C, followed by an additional 2 h of incubation with Protein G beads (Life Technologies, 10004D). The beads were washed five times with lysis buffer, and RNA was extracted by addition of 1 ml of TRIzol to the beads. Afterward, the extracted RNA was dissolved in 20 μl of RNase-free water and further analyzed by qPT-PCR. The reverse transcription reaction and qRT-PCR analysis were performed following the same procedures as described previously.

### Half-life analysis of mRNAs

To analysis the half-life of endogenous *Yap1* and *Hexim1* mRNAs, H9C2 cells were transfected with siRNA targeting *Rhau* mRNAs or negative control siRNA. Forty-eight hours later, cells were reseeded, and 2 μg/ml actinomycin D (Amresco, AJ608) was added to the H9C2 cell culture medium. Total RNA was extracted at the times indicated (0, 2, 4, 6, and 8 h) and subjected to qRT-PCR analysis using specific primers.

### Histological analysis and immunostaining

Histological analysis was performed as described previously (21). Briefly, hearts were dissected, washed with PBS, and fixed in 4% paraformaldehyde overnight at 4 °C. The samples were then dehydrated and embedded in paraffin for preparation of 7 μm histological sections. Afterward, the rehydrated slides were stained with hematoxylin and eosin, Masson's stain, or used for TUNEL (Roche, 12156792910), immunofluorescence, and immunohistochemical analysis. Images were processed with an Olympus DP2-BSW microscope. To calculate the proportion of cardiac collagen deposition/interstitial fibrosis, we divided the total area of collagen by the total area of the left ventricle and then multiplied the result by 100%.

For immunostaining, frozen sections were washed three times with PBS and blocked in 10% goat serum (Boster Biological Technology, China) for 1 h at room temperature. The sections were then incubated with primary antibodies (overnight at 4 °C), followed by incubation with secondary antibodies (at room temperature for 2 h). During the secondary antibody incubation, 4',6-diamidino-2-phenylindole stain (Sangon biotech, D6584) was added to label the nucleus. Fluorescence images were taken with a 63× oil immersion objective on a Leica SP5 II confocal microscope system. The detailed information of the antibodies used in this study is provided in Table S3.

For determination of cardiomyocyte cross-sectional sizes, deparaffinized and rehydrated heart sections were incubated for 30 min at room temperature with Alexa Fluor 488–labeled wheat germ agglutinin (Thermo, W11261) to visualize myocyte membranes. To label the nucleus, 4',6-diamidino-2-phenylindole stain was also added. Regions of the left ventricular walls that included the circular shapes of cardiomyocytes were selected. The mean cross-sectional area of cardiomyocytes was determined from 60 to 80 cells. Data were normalized to a control value of 1 and presented as an FC.

### RNA-seq and bioinformatics analysis

Three hearts were dissected from control (*Rhau*^*F/F*^) and *Rhau*-cKO (*α-MHC-Cre;Rhau*^*F/F*^) mice at P10. Total RNA was isolated from the hearts by using TRIzol Teagent (Life Technologies, 15596018) following the manufacturer's instructions. The RNA samples were then sent to Vazyme Biotech (Nanjing, China) for further processing, including quality examination, library preparation, sequencing, and bioinformatics analysis.

#### RNA quantification and quality examination

RNA concentration was measured by using Qubit RNA Assay Kit (Life Technologies, Q32855) in Qubit 3.0 Fluorometer. The integrity of RNA samples was assessed by using the RNA Nano 6000 Assay Kit with the Bioanalyzer 2100 system (Agilent Technologies).

#### Library preparation and sequencing

A total amount of 1 μg of qualified RNA per sample was used as input material for the library preparation. The libraries for sequencing were generated by using the VAHTS mRNA-seq v2 Library Prep Kit for Illumina (Vazyme Biotech, NR601) following manufacturer's recommendations. Library concentration was measured by using Qubit RNA Assay Kit in Qubit 3.0 Fluorometer to preliminary quantify. After clustering of index-coded samples, the library preparations were sequenced on an Illumina HiSeq X Ten platform and 150 bp paired-end module.

#### Bioinformatics analysis

All the following analyses were based on clean data (6G) with high quality. The mapped clean reads of each sample were assembled using Cufflinks (v2.2.1) as previously reported (46). Fragments per kilobase of exon per million fragments mapped were calculated for coding genes. Cuffdiff (v2.2.1) provides statistical routines for determining differential expression in digital transcript or gene expression data sets. Genes with *p* < 0.05 and the absolute value of FC ≥1.2 were classified as significantly differentially expressed. Gene expression patterns were then depicted as a heatmap through the pheatmap package. GO enrichment analysis of differentially expressed genes was implemented with a Perl module (GO::TermFinder) (47). GO terms with corrected *p* values less than 0.05 were considered significantly enriched among the differentially expressed genes. R functions were used to test for the statistical enrichment of the differentially expressed genes among the KEGG pathways.

### Microarray analysis

For microarray analysis, hearts were collected at 2 months after tamoxifen treatment of adult *ERT2-cre;Rhau*^*F/F*^ mice and controls (*Rhau*^*F/F*^). Total RNA was extracted using TRIZOL Reagent as described previously, and RNA was assessed with an Agilent Bioanalyzer 2100 (Agilent technologies) to measure RNA integrity. Qualified total RNA was further purified with an RNeasy Micro Kit (QIAGEN, #74004) and an RNase-Free DNase Set (QIAGEN, #79254). Afterward, total RNA was amplified, labeled, and purified by using a GeneChip 3′IVT Express Kit (Affymetrix, #901229) following the manufacturer's instructions to obtain biotin-labeled cRNA. Array hybridization and washing were performed using a GeneChip Hybridization, Wash and Stain Kit (Affymetrix, #900720) in Hybridization Oven 645 (Affymetrix) and a Fluidics Station 450 (Affymetrix) according to the manufacturer's instructions. Slides were scanned by a GeneChip Scanner 3000 (Affymetrix) and Command Console Software 3.1 (Affymetrix) with default settings. Raw data were normalized by the MAS 5.0 algorithm, Gene Spring Software 11.0 (Agilent Technologies). The data were analyzed by use of the eBioService System (Shanghai Biotechnology, China).

### Statistical analysis

Data analysis was performed using GraphPad Prism software, version 5.0. Quantifications were performed using ImageJ. Statistical comparisons were carried out using two-tailed Student *t* tests. A value of *p* < 0.05 (∗) was considered statistically significant, whereas *p* < 0.01 (∗∗) and *p* < 0.001 (∗∗∗) were considered very statistically significant, and not significant with *p* value ≥0.05 represented no statistical difference. Details on sample numbers and significance levels are given in the figure legends. In all figures, measurements are reported as the mean ± S.D.

## Data availability

All representative data are contained within the article. Microarray data have been deposited in Gene Expression Omnibus under accession number GSE119384. RNA-seq data are available on request from the corresponding author: Zhongzhou Yang (), Nanjing University.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The G4 resolvase RHAU modulates mRNA translation and stability to sustain postnatal heart function and regeneration
**Source:** J Biol Chem. 2020 Nov 23;296:100080. doi: 10.1074/jbc.RA120.014948
**Supplement:** Supplementary Figures and Tables

## **Supplemental Information**

### **RHAU sustains post-natal heart function and regeneration through modulating mRNA translation and stability**

Mingyang Jiang,<sup>1,4</sup> Han Hu,<sup>2,4</sup> Ke Zhao,<sup>1</sup> Ruomin Di,<sup>3</sup> Xinyi Huang,<sup>1</sup> Yingchao Shi,<sup>1</sup> Yunyun  
Yue,<sup>1</sup> Junwei Nie,<sup>1</sup> Shan Yu,<sup>1</sup> Wengong Wang,<sup>2,\*</sup> and Zhongzhou Yang<sup>1,\*</sup>

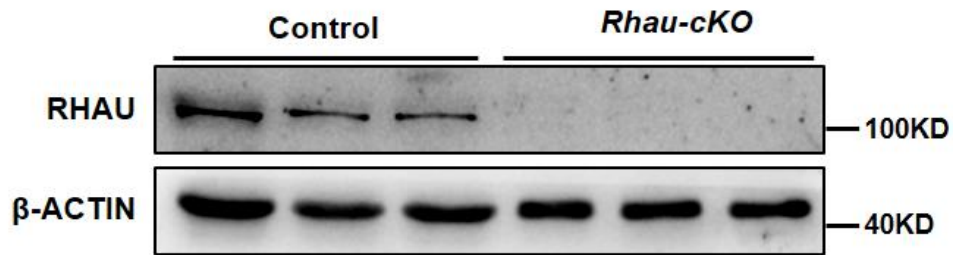

**Figure S1. Western blotting analysis of RHAU protein levels in the isolated cardiomyocytes.** Cardiomyocytes were isolated from *Rhau-cKO* and control mice at two months for Western blotting analysis to detect the protein levels of RHAU. β-ACTIN was used as loading controls.

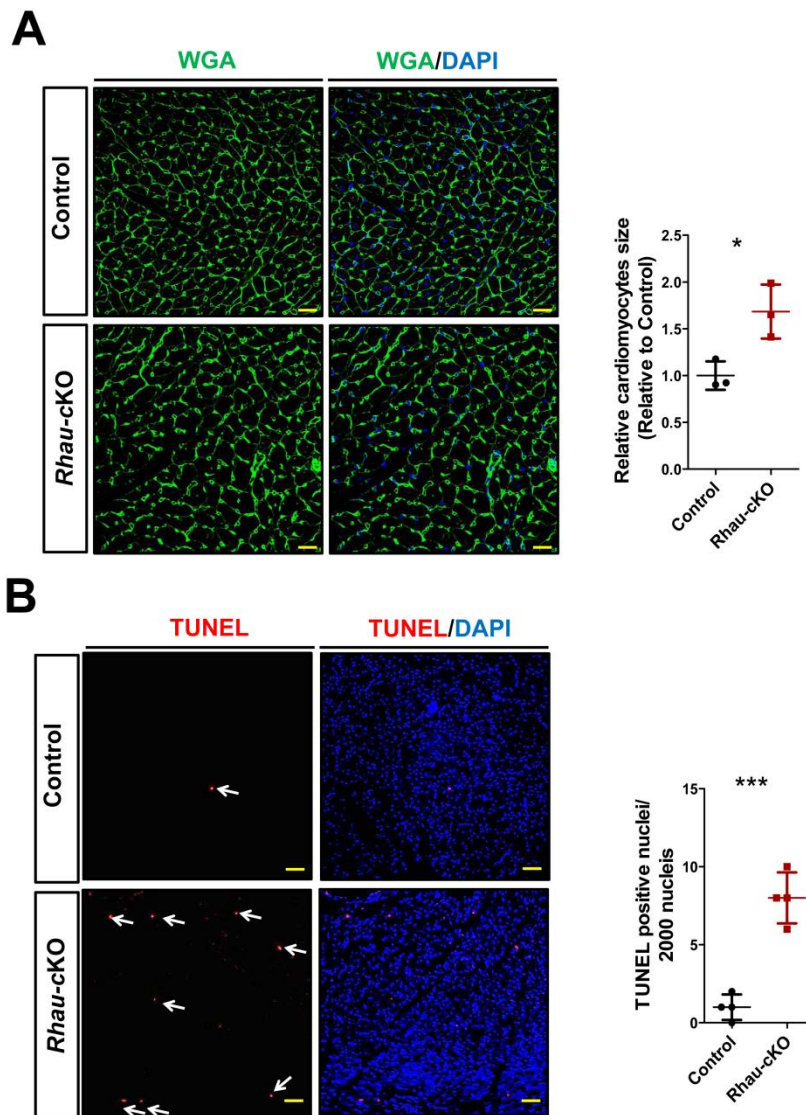

### Figure S2. WGA and TUNEL staining of cardiomyocytes.

(A) WGA staining of cardiomyocytes size for *Rhau*-cKO ( $\alpha$ -MHC-Cre;*Rhau*<sup>F/F</sup>) and control (*Rhau*<sup>F/F</sup>) hearts at 2 month old. The cardiomyocytes size was quantified using 60 to 80 cardiomyocytes. Data were normalized to control value of 1 and presented as a fold change. Scale bars, 50  $\mu$ m. (B) TUNEL assay for cell apoptosis in the *Rhau*-cKO and control hearts. Three hearts from *Rhau*-cKO mice and another three hearts from controls mice were used for quantification. Scale bars, 200  $\mu$ m.

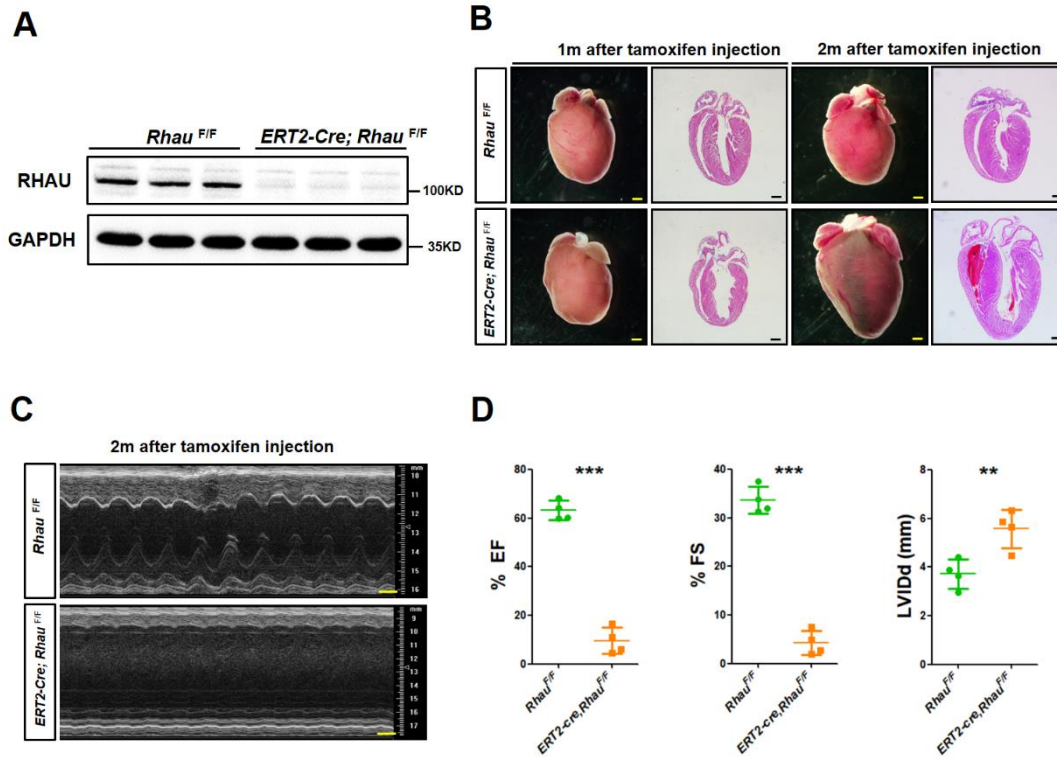

### Figure S3. Morphological and echocardiographic analysis.

(A) Western blotting analysis to confirm the efficiency of *Rhau* deletion in the hearts of control (*Rhau*<sup>F/F</sup>) mice and *ERT2-Cre;Rhau*<sup>F/F</sup> mice. GAPDH was used as loading controls. Tamoxifen (20 mg/kg/day) was administered by intraperitoneal injection for 5 days starting at 2 months age. Afterwards, the hearts were collected for Western blotting analysis. (B) Morphological and histological analysis of hearts from *Rhau*<sup>F/F</sup> and *ERT2-Cre;Rhau*<sup>F/F</sup> mice. Tamoxifen (20 mg/kg/day) was administered as described above. The hearts were collected at 1 month or 2 months after tamoxifen administration. Scale bars, 0.5 mm. (C) Representative images of M-mode echocardiography of *Rhau*<sup>F/F</sup> and *ERT2-Cre;Rhau*<sup>F/F</sup> mouse hearts at 2 months after tamoxifen administration. Scale bars, 1 mm. (D) Echocardiographic analysis of *Rhau*<sup>F/F</sup> mice and *ERT2-Cre;Rhau*<sup>F/F</sup> mice at 2 months after tamoxifen administration. EF (ejection fraction), FS (fractional shortening) and LVIDd (Left ventricular internal diameter at end-diastole) were calculated according to the guidelines accompanying the Vevo 770 UBM system. N=4 for each group.

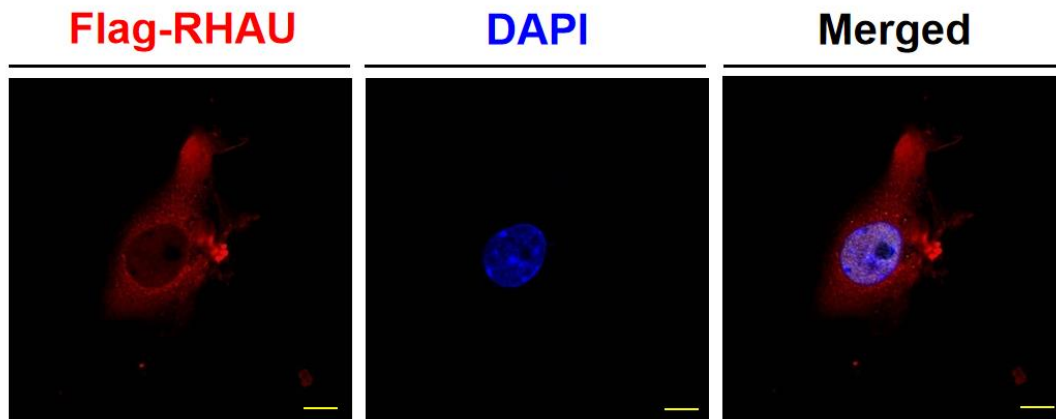

**Figure S4. The localization of RHAU in the cardiomyocytes.**

*Flag-Rhau* was overexpressed in cardiomyocytes. Afterwards, immunofluorescence staining was performed to detect Flag-RHAU.

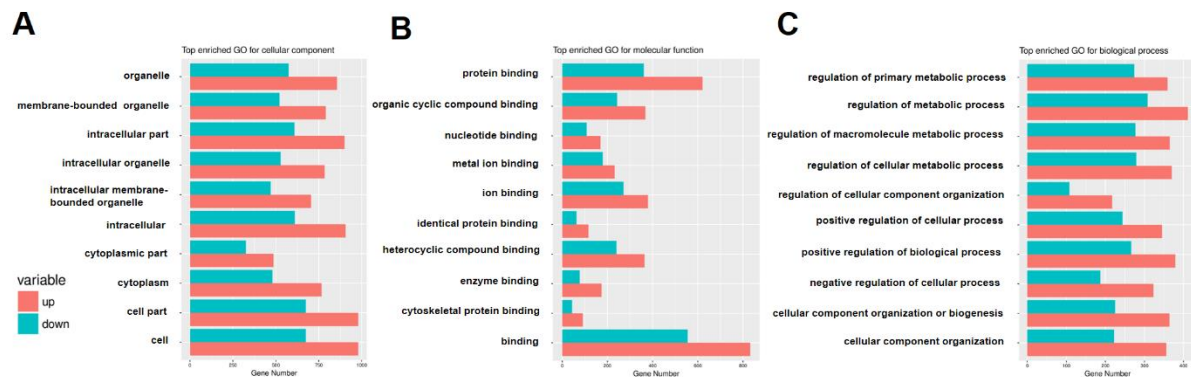

**Figure S5. Gene ontology (GO) analysis to identify top enriched GO terms from RNA-Seq data.**

Gene ontology (GO) analysis to identify enriched GO terms from RNA-Seq (P10) for cellular components (A), molecular functions (B) and biological processes (C).

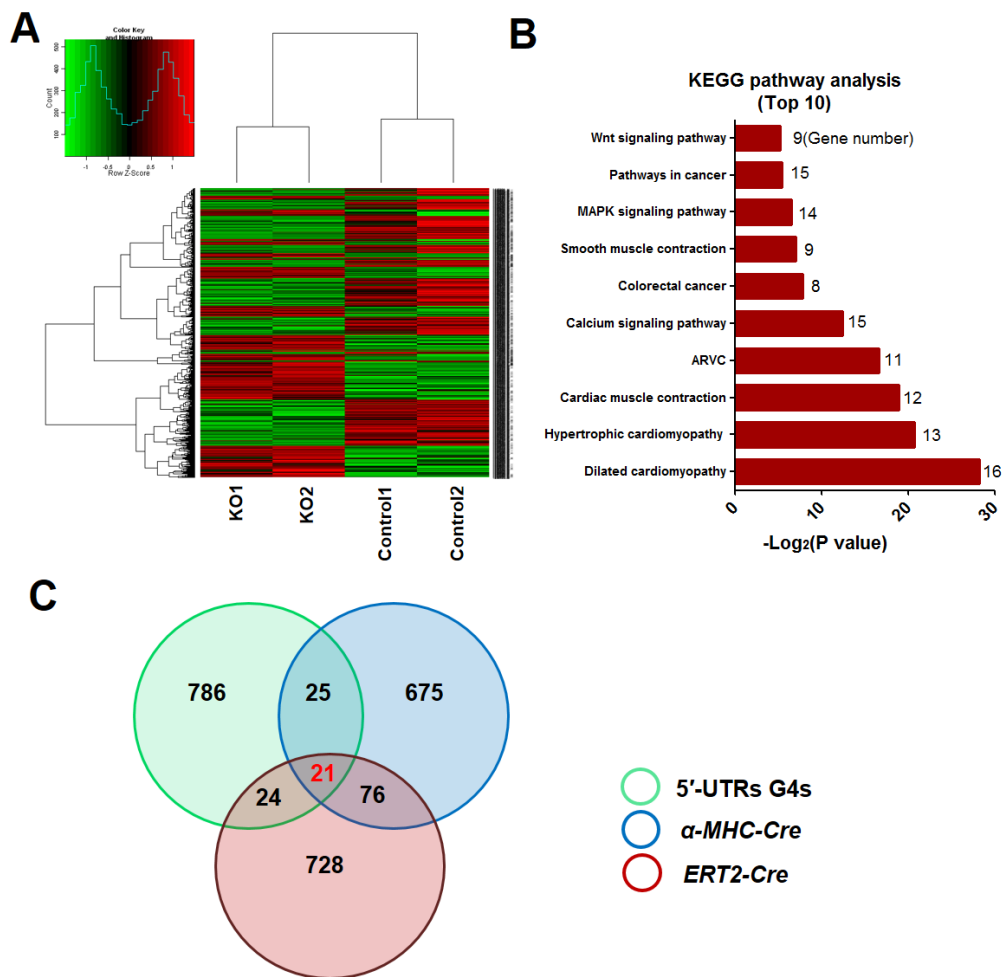

**Figure S6. Heatmap and KEGG pathway analysis.**

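Several heart transcripts were nearly absent from Control replicate 1 and skeletal muscle transcripts abundant in it. Of 20 ventricular cardiomyocyte markers, 10 were over 2-fold lower in this array than in the other 3, with a median of -1.10 log2 units, and 10 were not. Mybpc3, cardiac myosin-binding protein C, chosen after its values were seen, read 53.2 in Control replicate 1 and 27320 to 28664 in the other 3 arrays, and Pln, the calcium pump regulator phospholamban, read 175 against 45336 to 48870. Actn3, an actinin of fast skeletal muscle, read 46180 in Control replicate 1 and 34.8 or less in the others. The median intensity of 21 skeletal muscle markers was 33160 in Control replicate 1 and 34.8 to 55.0 in the other 3 arrays, a dim level. As a list these markers were lower in the arrays labelled Rhau KO by camera (adjusted p = 1.52e-07, and adjusted p = 0.901 with an estimated correlation), and without Control replicate 1 their adjusted p = 0.989. Control replicate 2 differed from the rest in heat shock genes, named here after their values were seen. Hspa1a, an inducible heat shock protein, read 18079 in this array and 582 to 1141 in the other 3. Across probe sets, which are not independent replicates, the Pearson r of log2 intensities was 0.872 to 0.873 between Control replicate 1 and the other arrays and 0.923 to 0.926 among those. Intensities of 16253 probe sets differed by over 2-fold between the arrays labelled Control, and of 10019 between those labelled Rhau KO.

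**Figure D2:**
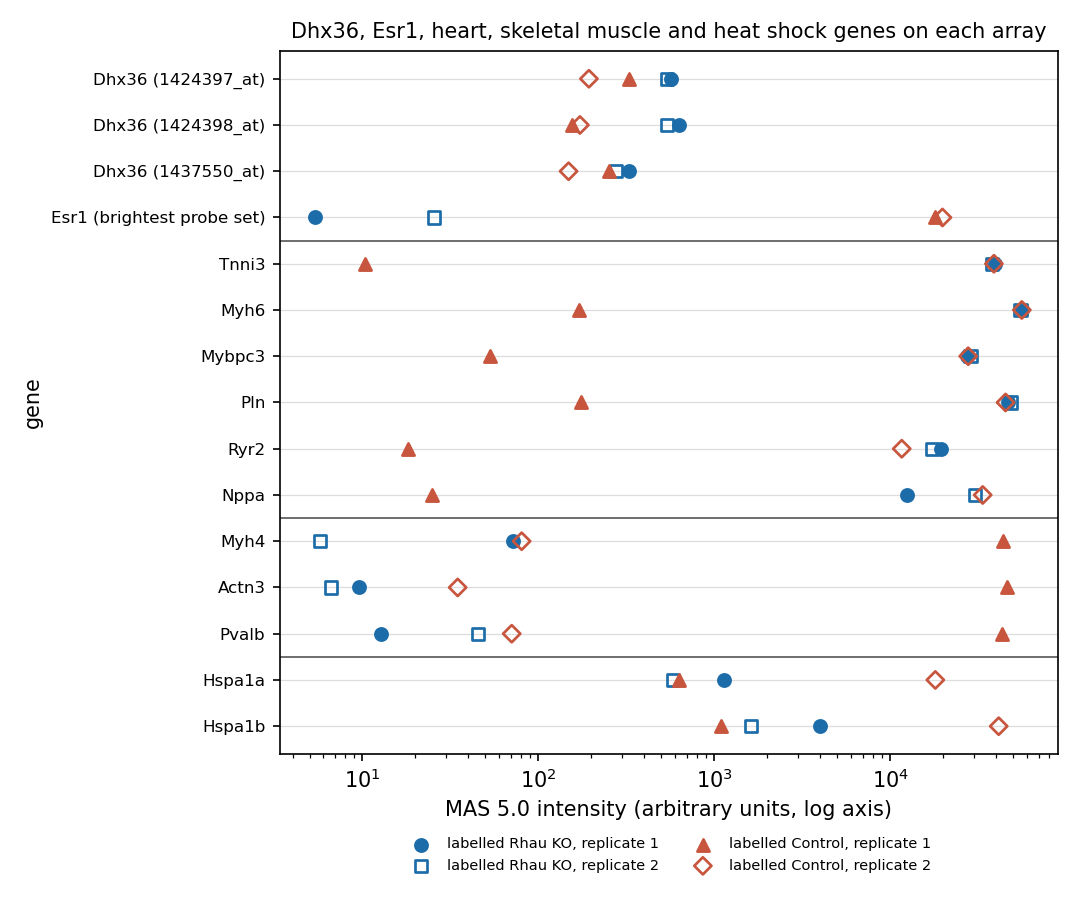
MAS 5.0 intensity (log axis, arbitrary units) of Dhx36 on its 3 probe sets, Esr1, heart genes, skeletal muscle genes and heat shock genes, one symbol per array, with arrays labelled Rhau KO in blue and arrays labelled Control in red. Esr1, on its brightest probe set, is high in both arrays labelled Control, Actn3 reaches 46180 only in Control replicate 1 among the 4 arrays, and Hspa1a reaches 18079 only in Control replicate 2.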

(A) Heatmap of microarray analysis for control (*Rhau<sup>F/F</sup>*) and KO (*ERT2-Cre;Rhau<sup>F/F</sup>*) mouse hearts at 2 months after tamoxifen administration. Differentially expressed genes were filtered with fold change  $\geq 2$  and  $p < 0.05$ . 

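The genes past both thresholds in the pathways of the microarray comparison were few by limma with all 4 arrays. In hypertrophic cardiomyopathy, 1 of 80 measured genes passed, and in cardiac muscle contraction 1 of 70, in each case the myosin gene Myh7. In Wnt signaling, 3 of 99 passed, the secreted ligand Wnt1, the inhibitor Dkk2 and the signal transducer Smad3, the last named after its values were seen. Dkk2 read 763 in Control replicate 1 and 28.9 in Control replicate 2, and Wnt1 read 45.7 and 37.5. In arrhythmogenic right ventricular cardiomyopathy (ARVC), 0 of 70 passed. All of these were lower in the arrays labelled Rhau KO, but not under each setting with all 4 arrays, since the mean of all probe sets gave 4 higher and 2 lower for Wnt signaling, the replicate block 3 higher and 3 lower for ARVC and 1 higher and 3 or 4 lower for the 2 other heart pathways, and a pseudocount of 32 gave 1 higher for ARVC and 1 higher and 1 lower for each of those 2. By the methods' t-test 0 genes passed in each of these 4 pathways. For Wnt signaling, 0 of 99 also passed with a pseudocount of 32, 0 of 59 among the brighter genes and 1 of 99 with no trend. Median centring and the replicate block each gave 4 for it, all lower. A block crossed over the replicate numbers, chosen after the data were seen, gave 4 higher and 4 lower each for ARVC and cardiac muscle contraction. It gave 3 higher and 5 lower for hypertrophic cardiomyopathy and 0 higher and 4 lower for Wnt signaling. Without Control replicate 1, the counts were 3 for hypertrophic cardiomyopathy, 2 for cardiac muscle contraction, 4 for Wnt signaling and 3 for ARVC, of which 1, 0, 3 and 2 were higher. Without Control replicate 2, they were 30, 25, 27 and 23, of which 18, 13, 13 and 16 were higher, each with an adjusted p under 0.05 by the exact test, in a comparison whose lone Control is the array with skeletal muscle transcripts. The pathway lists were written from knowledge of KEGG before the data were examined, and the genes of the published bars are not given in the sources used here.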

(B) KEGG pathway analysis of differentially expressed genes from microarray data. (C) Venn diagram of gene numbers identified by RNA-Seq (*α-MHC-Cre*), microarrays (*ERT2-Cre*) and an mRNA 5'-UTRs G-quadruplexes (5'-UTRs G4s) database.

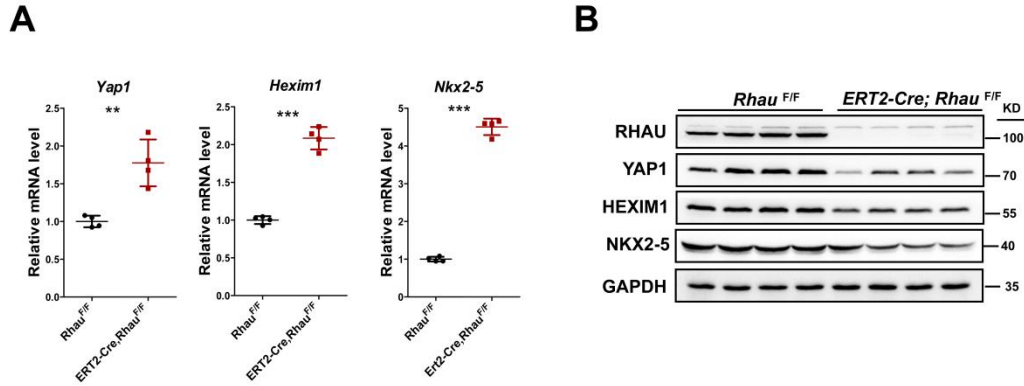

**Figure S7. mRNA and protein level of YAP1, HEXIM1 and NKX2-5 in control (*Rhau*<sup>F/F</sup>) and *ERT2-Cre;Rhau*<sup>F/F</sup> mouse hearts.**

(A) Relative mRNA levels of *Yap1* and *Hexim1* in the hearts of control (*Rhau*<sup>F/F</sup>) mice and *ERT2-Cre;Rhau*<sup>F/F</sup> mice were measured by qRT-PCR. Tamoxifen (20 mg/kg/day) was administered by intraperitoneal injection for 5 successive days starting at 2 months of age, and the hearts were then collected for qRT-PCR analysis. N=4 for each group. (B) Western blotting analysis was used to measure YAP1, HEXIM1 and NKX2-5 protein levels in the hearts of control (*Rhau*<sup>F/F</sup>) mice and *ERT2-Cre;Rhau*<sup>F/F</sup> mice. GAPDH was used as loading controls. Tamoxifen (20 mg/kg/day) was administered by intraperitoneal injection for 5 days starting at 2 months age. Afterwards, the hearts were collected for Western blotting analysis.

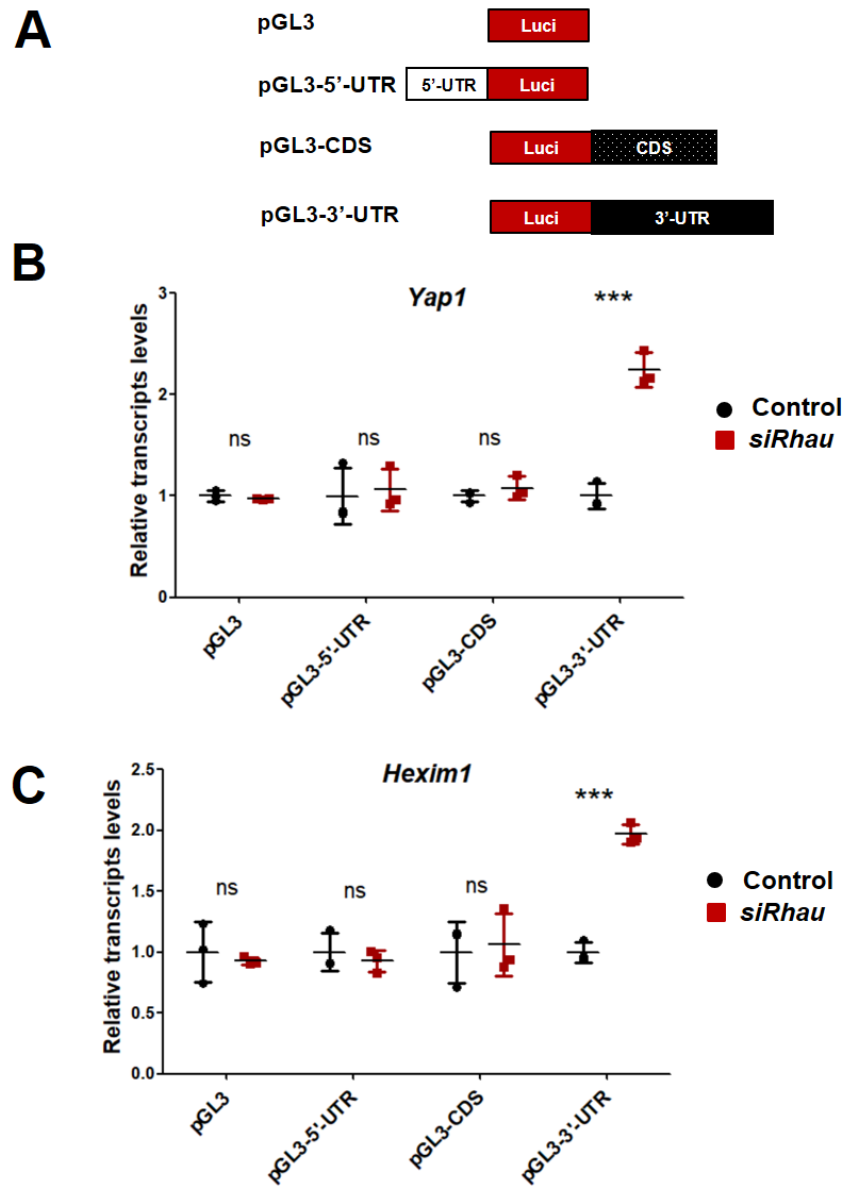

**Figure S8. Luciferase reporter analysis.**

(A) Schematic representation of the chimeric Luciferase vector structure. pGL3 represents pGL3-promoter blank vector; pGL3-5'-UTR represents chimeric pGL3-promoter vector flanked with 5'-UTR of *Yap1* or *Hexim1* mRNA; pGL3-CDS represents chimeric pGL3-promoter vector flanked with CDS (coding sequence) of *Yap1* or *Hexim1* mRNA; pGL3-3'-UTR represents pGL3-promoter vector flanked with 3'-UTR of *Yap1* or *Hexim1* mRNA. (B-C) qRT-PCR analysis to examine the chimeric luciferase transcripts levels of *Yap1* and *Hexim1* after *Rhau* knockdown in H9C2 cells. For each group, n=3.

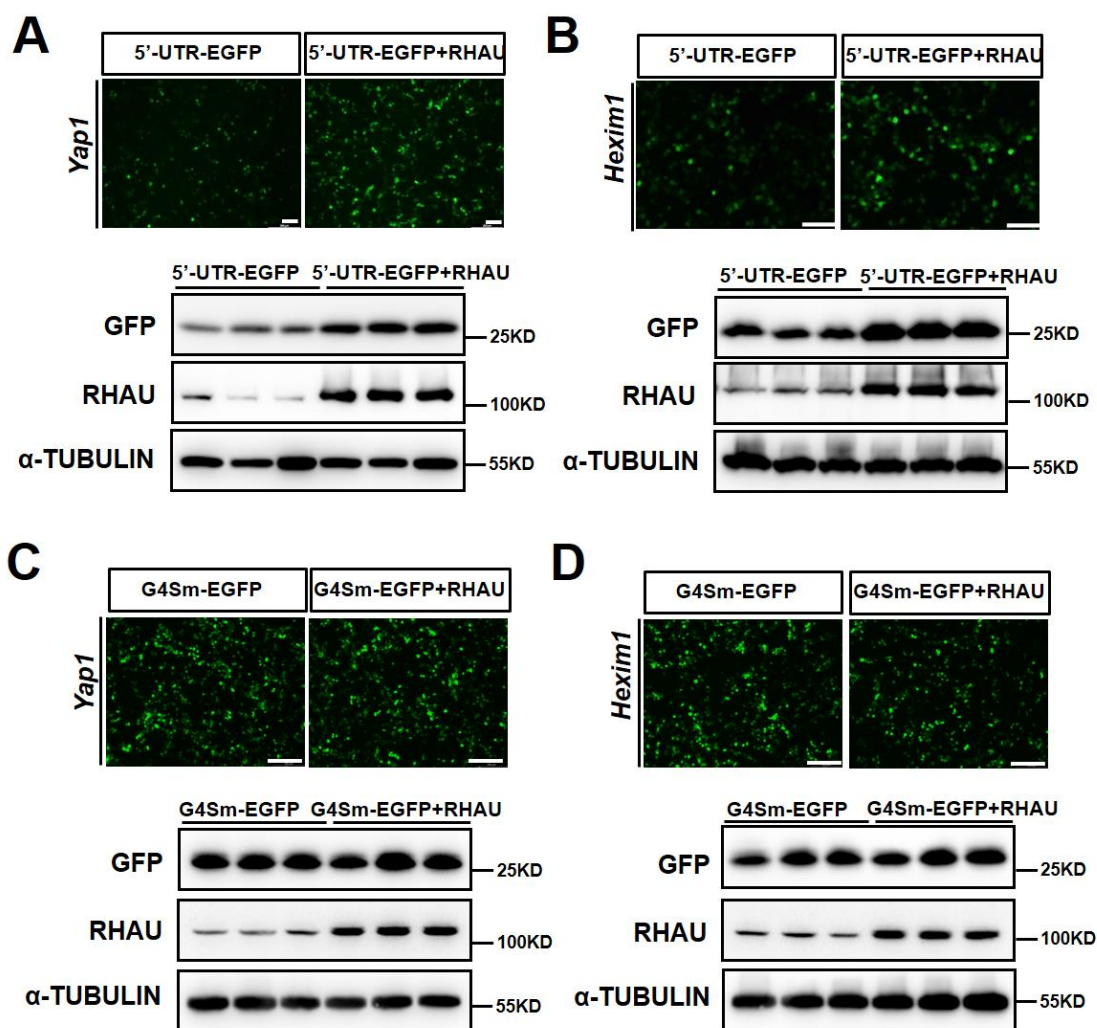

**Figure S9. GFP reporter analysis.**

(A-B) Representative images show that *Rhau* knockdown reduced the activity of chimeric GFP reporters for *Yap1* and *Hexim1* following by Western blotting analysis.  $\alpha$ -TUBULIN was used as a loading control. Scale bars, 200  $\mu$ m. (C-D) Representative images show the activity of G4Sm-EGFP reporters for *Yap1* and *Hexim1* in response to *Rhau* knockdown and Western blotting analysis.  $\alpha$ -TUBULIN was used as a loading control. Scale bars, 200  $\mu$ m.

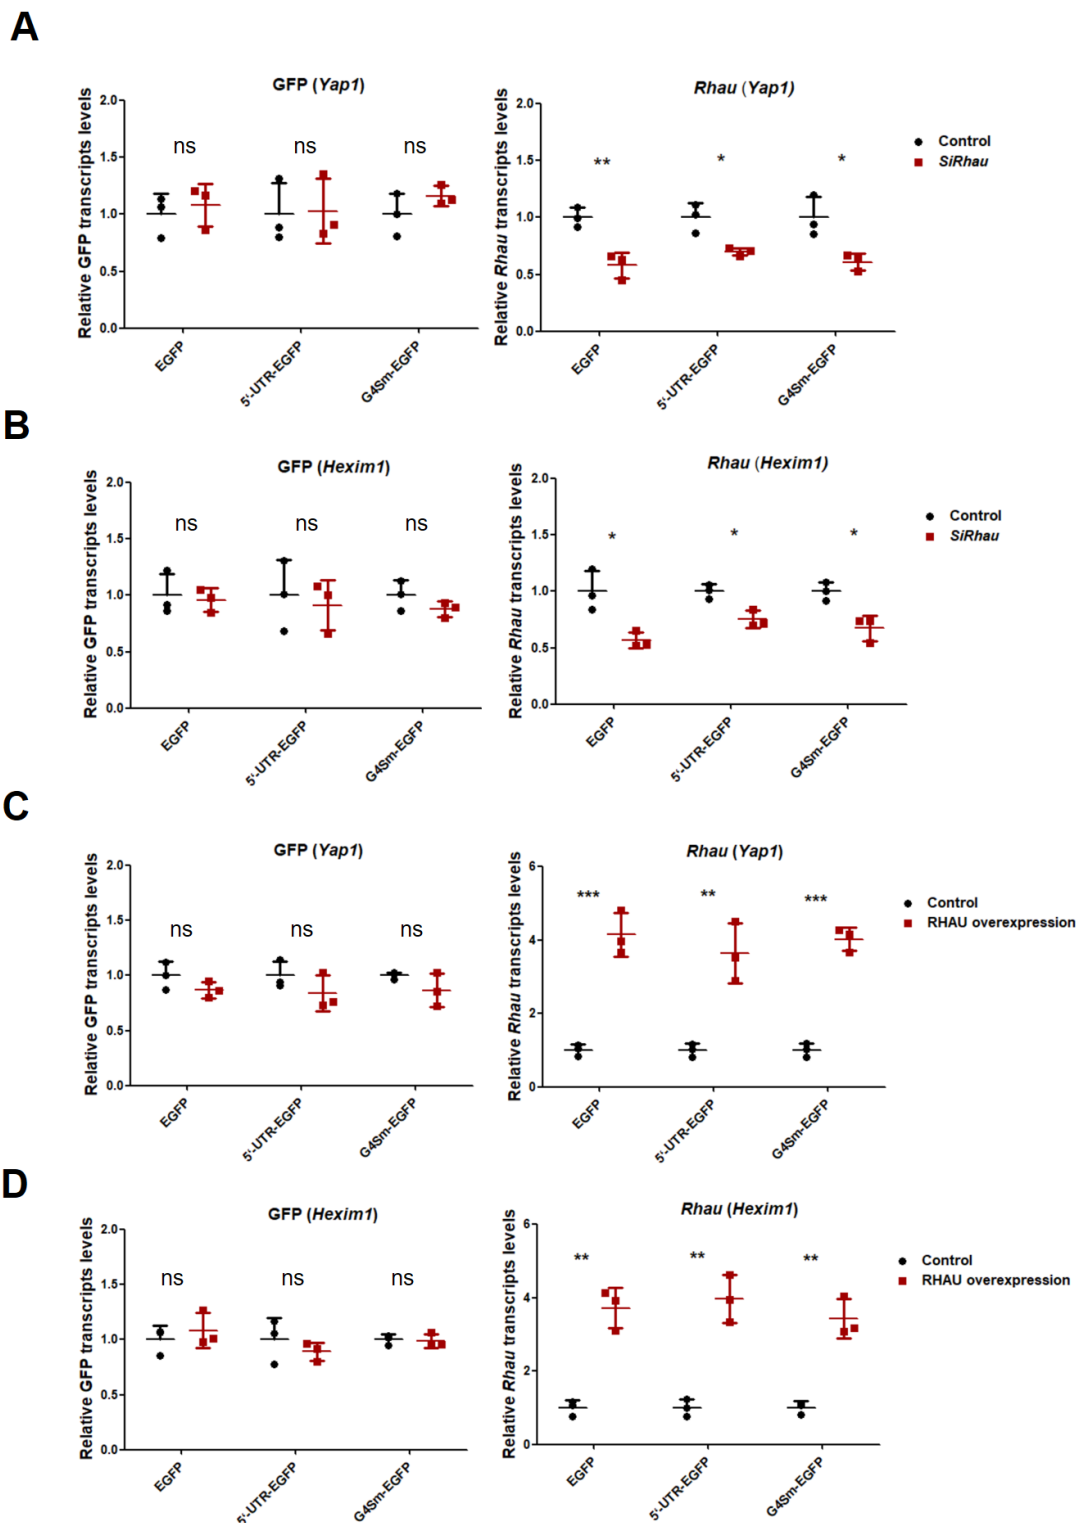

**Figure S10. The transcripts levels of GFP reporter analysis.**

(A-B) qRT-PCR analysis to examine the chimeric GFP reporter transcripts levels of *Yap1* (A) and *Hexim1* (B) after *Rhau* knockdown. The transfection assay was conducted as described in experimental procedures. Briefly, HEK293 cells were transfected with siRNA targeting *Rhau* mRNAs followed by chimeric GFP reporter transfection. Afterwards, the cells were

harvested and subjected to total RNA isolation followed by qRT-PCR analysis. The right panel confirmed the efficiency for *Rhau* knockdown. For each group, n=3. (C-D) qRT-PCR analysis to examine the chimeric GFP reporter transcripts levels of *Yap1* (C) and *Hexim1* (D) after *Rhau* overexpression. The transfection assay was conducted as described in experimental procedures. Briefly, HEK293 cells were co-transfected with *Rhau* overexpression plasmid and chimeric GFP reporters. Afterwards, the cells were harvested for qRT-PCR analysis. The right panel confirmed the efficiency for RHAU overexpression. For each group, n=3.

Figure S11. The gray intensity is quantified for Western Blotting ananalysis.

Figure S11-1 related to Figure 1A

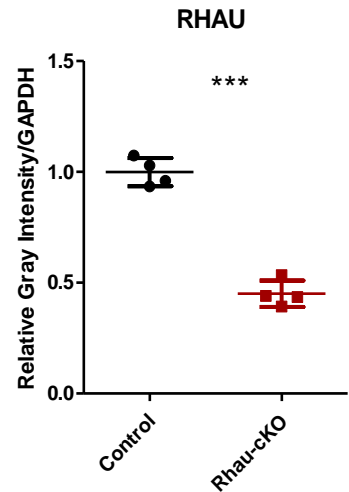

Figure S11-2 related to Figure 2D

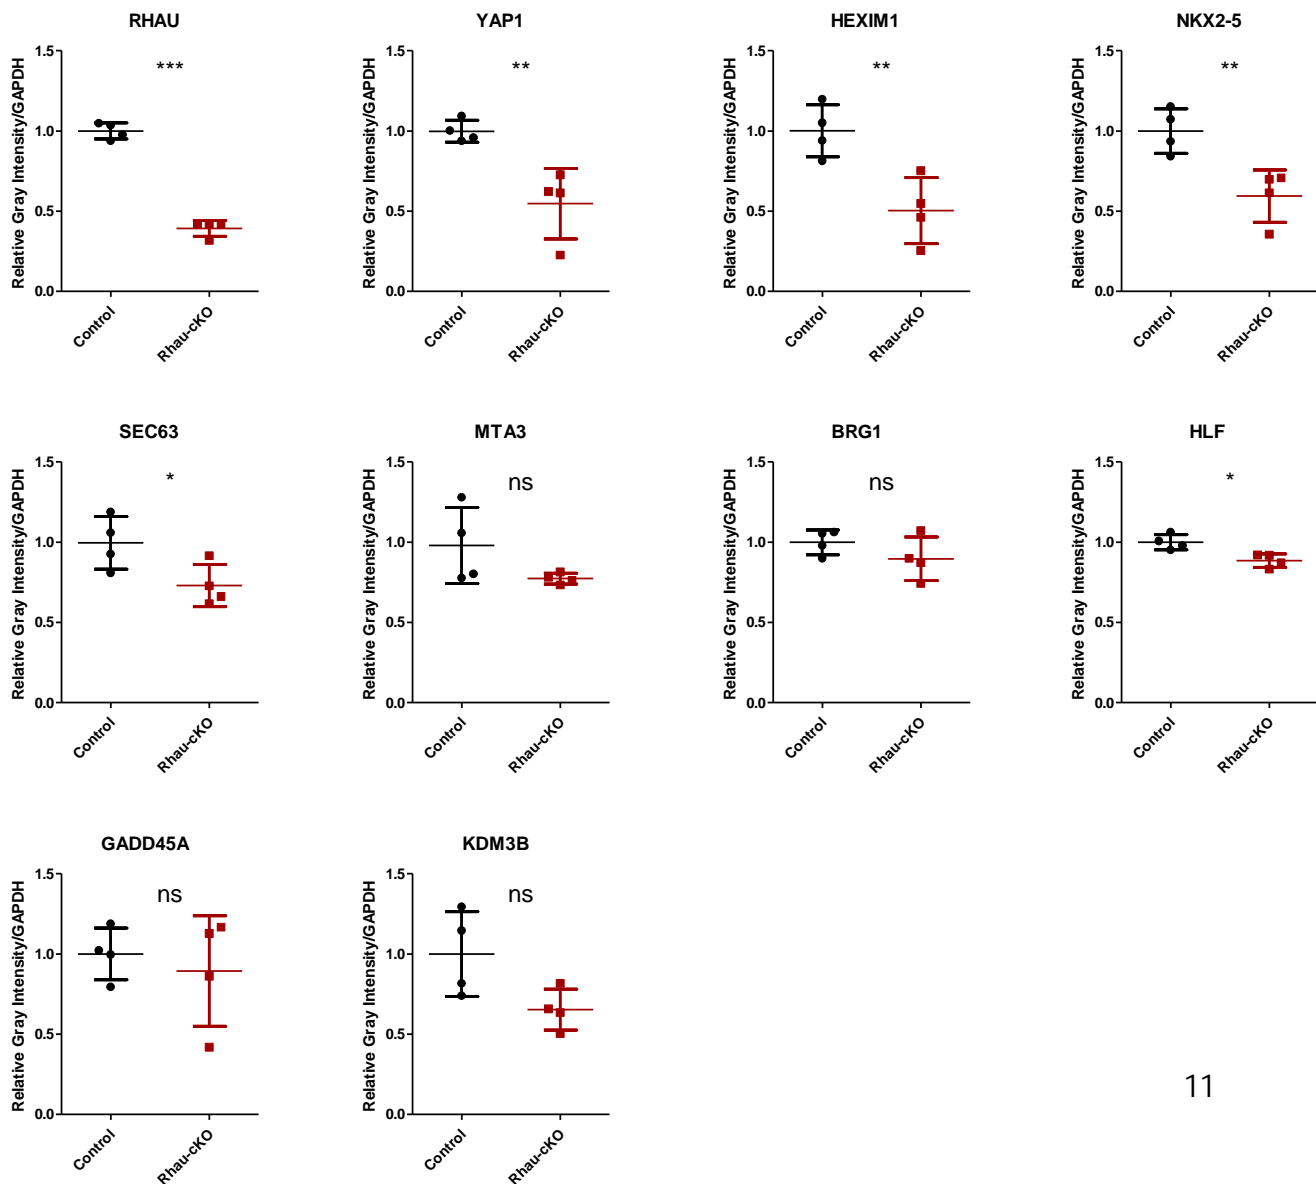

Figure S11-3 related to Figure 2F

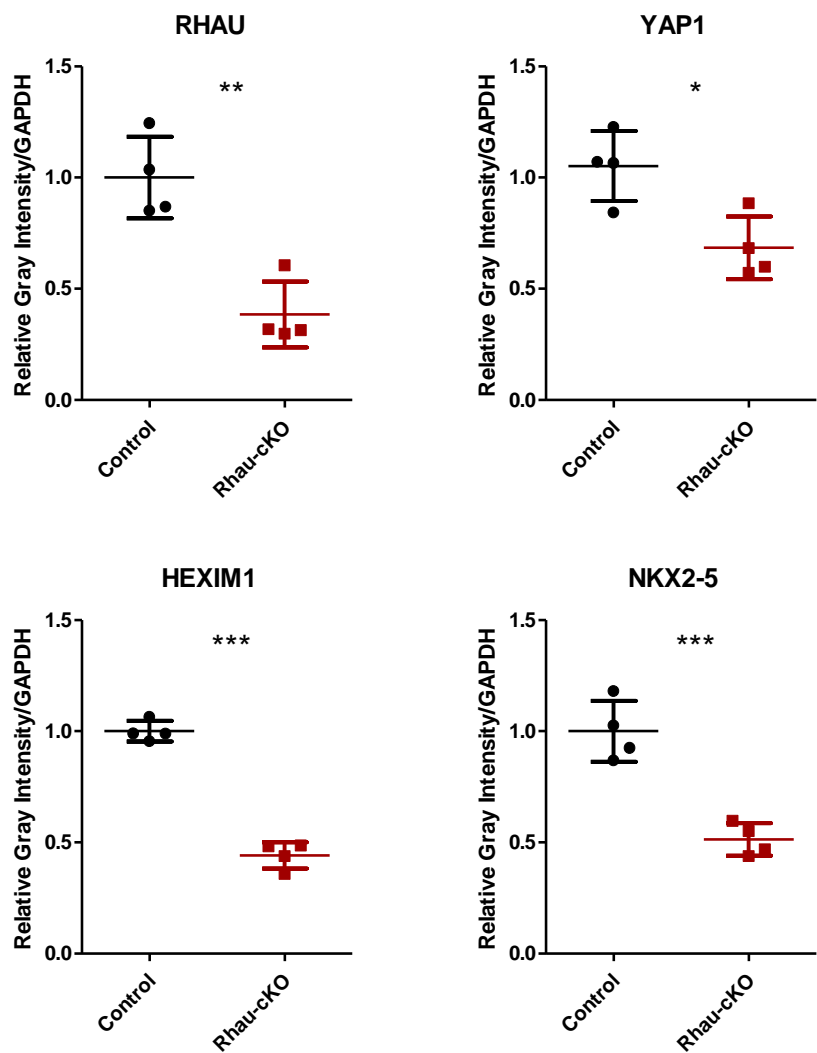

Figure S11-4 related to Figure 3B

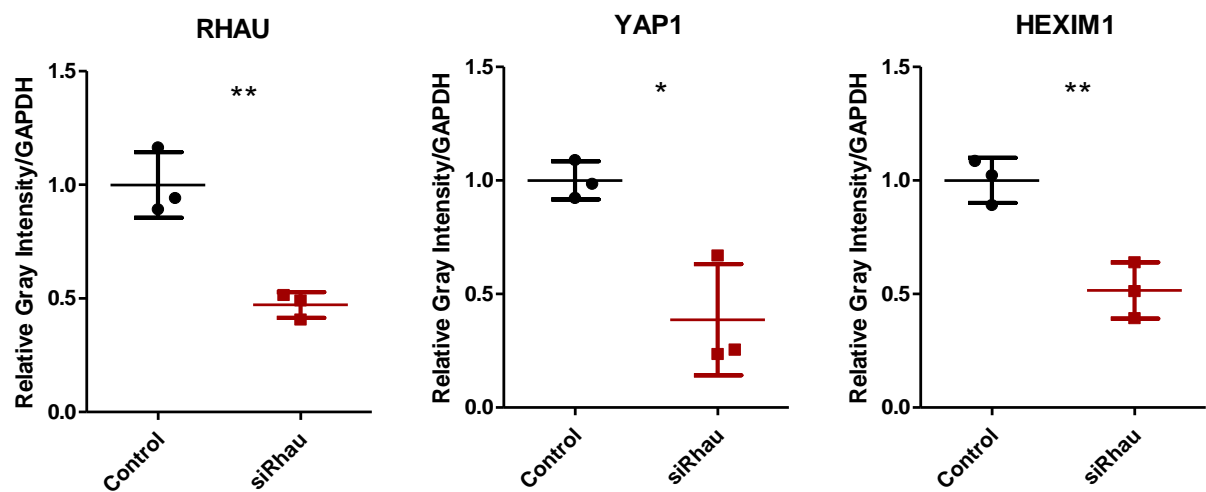

Figure S11-5 related to Figure 4C-4F, 4H-4I

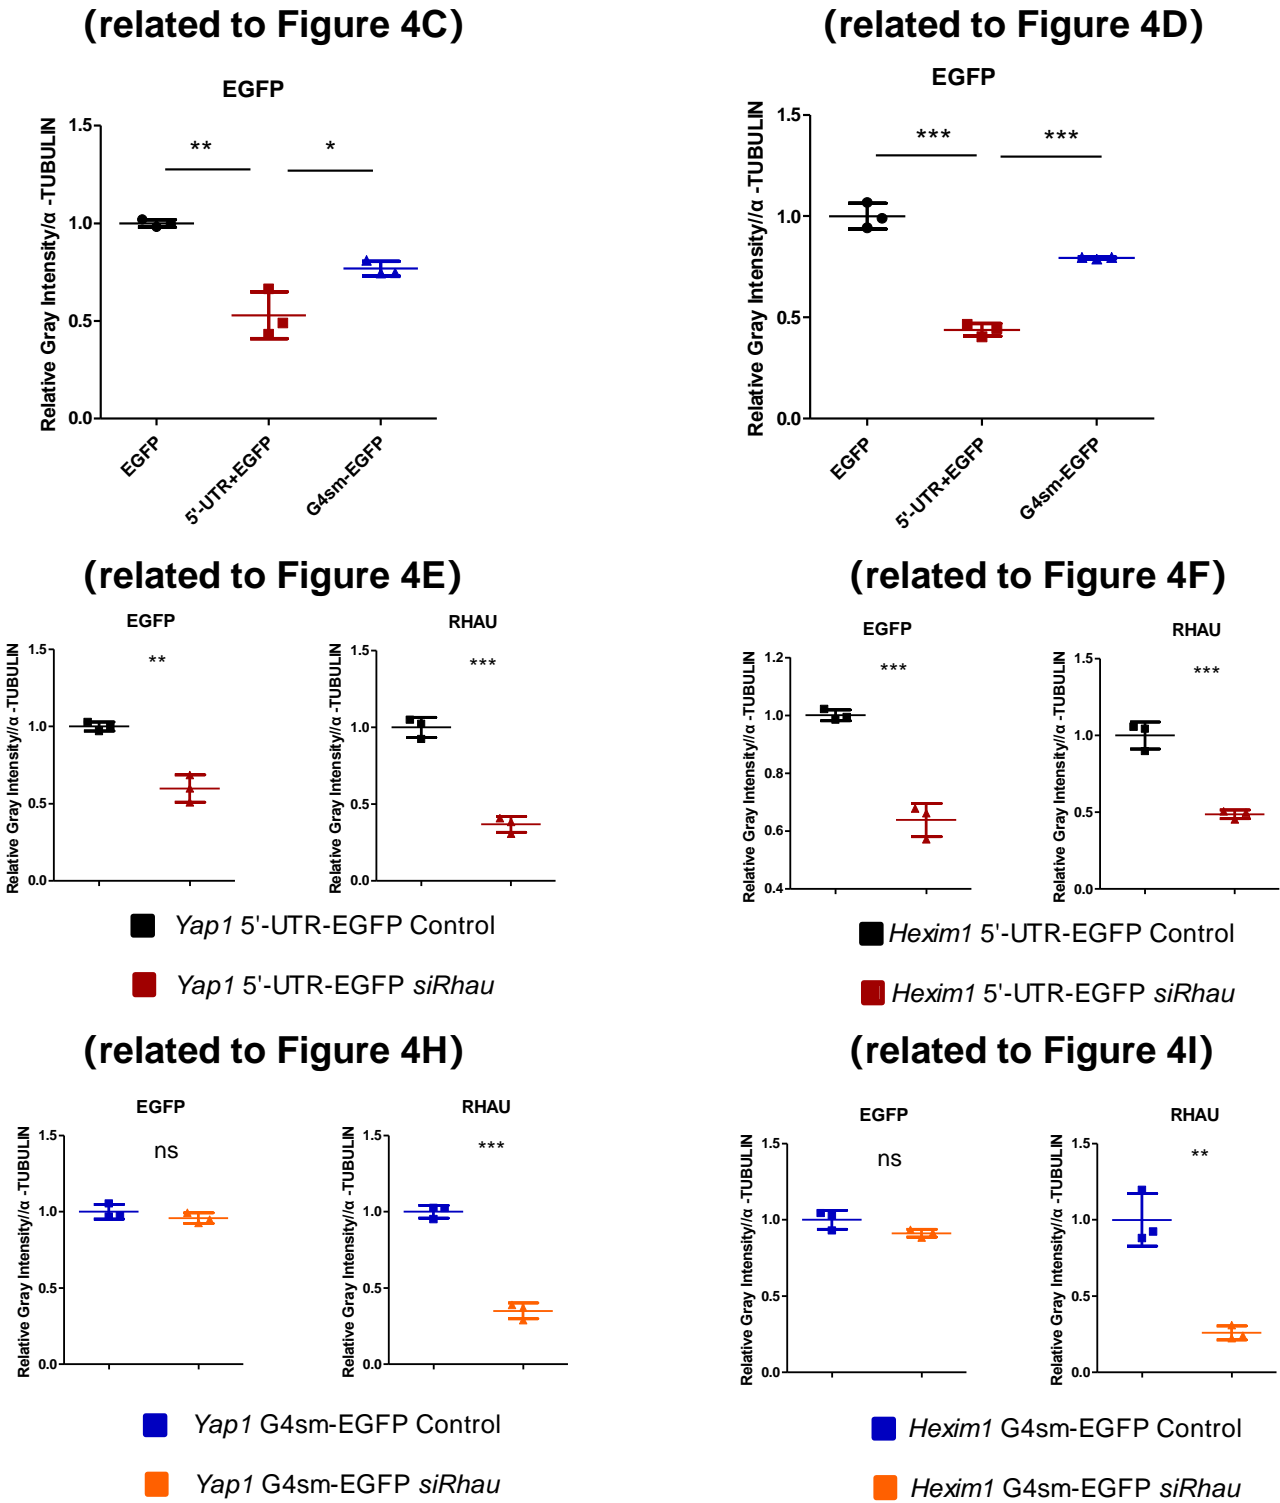

Figure S11-6 related to Figure S1

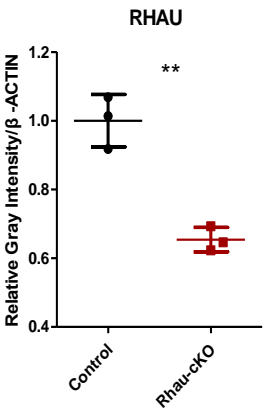

Figure S11-7 related to Figure S7B

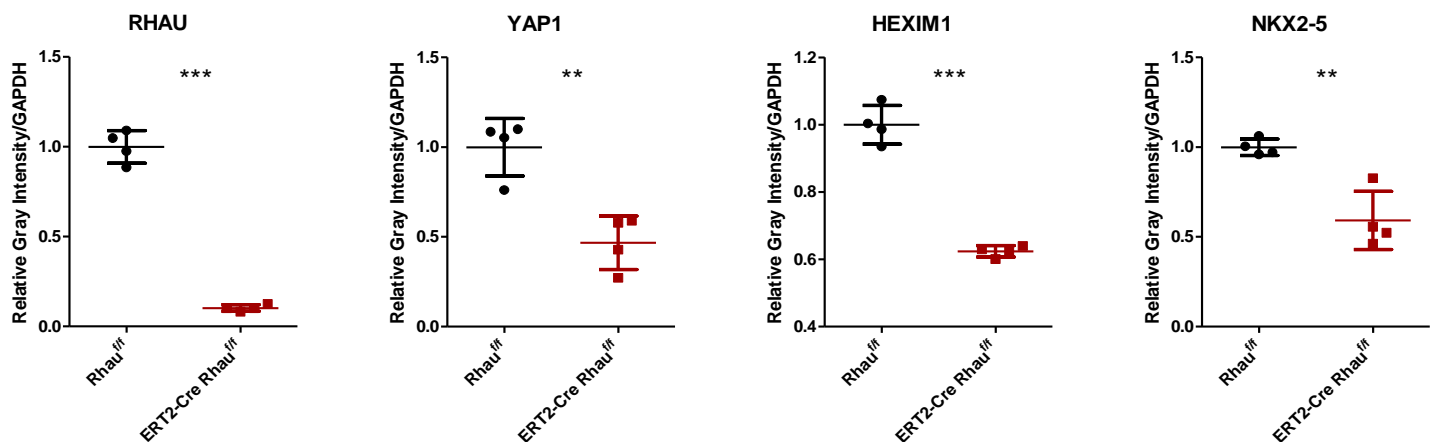

Figure S11-8 related to Figure S9

(related to Figure S9A)

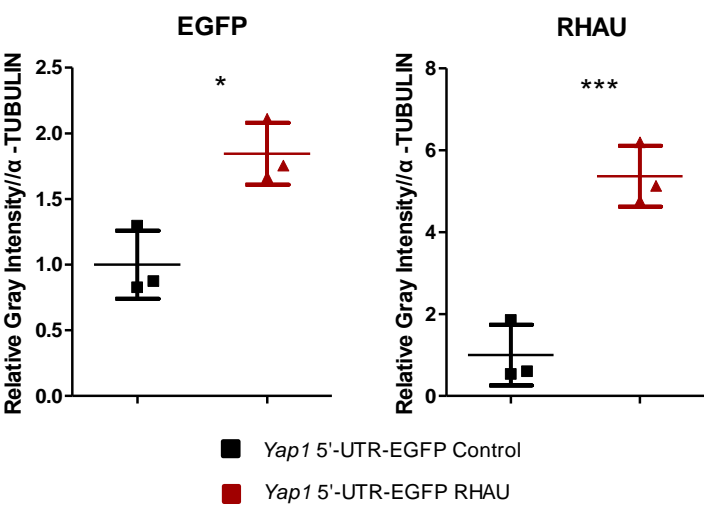

(related to Figure S9B)

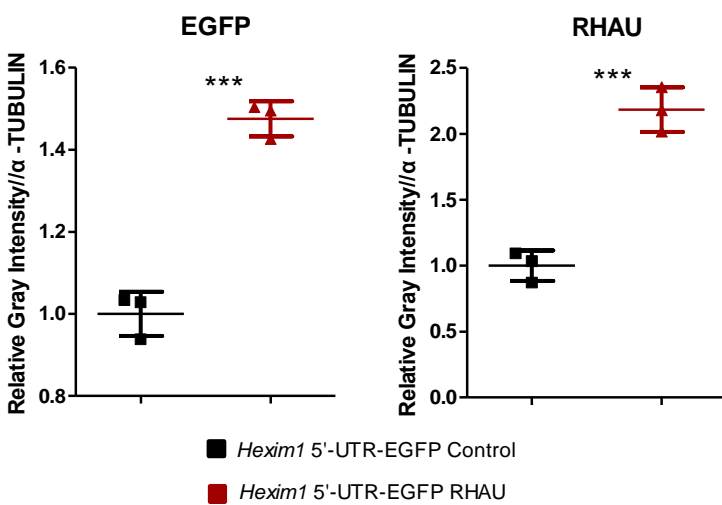

(related to Figure S9C)

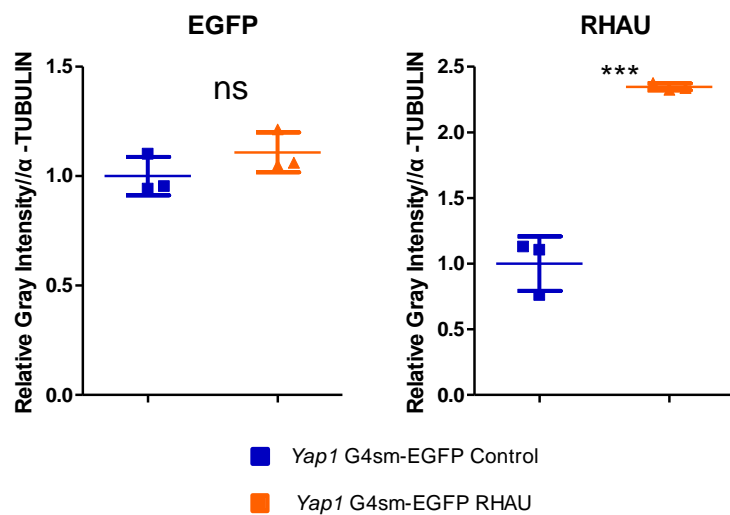

(related to Figure S9D)

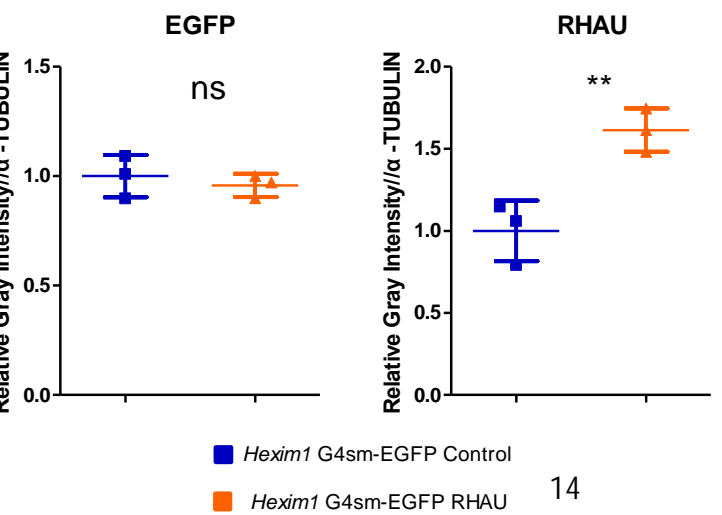

**Table S1: Example genes for representative enriched signaling pathways.**

| Pathway                               | Gene Name       | Fold Change of FPKM | up-or-down | p_value  | Description                                                       |
|---------------------------------------|-----------------|---------------------|------------|----------|-------------------------------------------------------------------|
| Dilated cardiomyopathy Pathway        | <i>Adcy6</i>    | 1.553494356         | up         | 5.00E-05 | adenylate cyclase 6                                               |
|                                       | <i>Itgb6</i>    | 0.582105276         | down       | 5.00E-05 | integrin beta 6                                                   |
|                                       | <i>Myh7b</i>    | 2.333782317         | up         | 5.00E-05 | myosin, heavy chain 7B, cardiac muscle, beta                      |
|                                       | <i>Cacna1s</i>  | 2.784368194         | up         | 0.01055  | calcium channel, voltage-dependent, L type, alpha 1S subunit      |
| Insulin signaling pathway             | <i>Phka2</i>    | 0.614211317         | down       | 0.00265  | phosphorylase kinase alpha 2                                      |
|                                       | <i>Phkg1</i>    | 0.280462541         | down       | 0.04435  | phosphorylase kinase gamma 1                                      |
|                                       | <i>Fbp2</i>     | 0.581003194         | down       | 5.00E-05 | fructose bisphosphatase 2                                         |
|                                       | <i>Mknk2</i>    | 2.148530117         | up         | 5.00E-05 | MAP kinase-interacting serine/threonine kinase 2                  |
|                                       | <i>Inpp5j</i>   | 1.567313737         | up         | 5.00E-05 | inositol polyphosphate 5-phosphatase J                            |
|                                       | <i>Flot1</i>    | 1.681338257         | up         | 5.00E-05 | flotillin 1                                                       |
| Smooth muscle contraction pathway     | <i>Mylk4</i>    | 0.500210068         | down       | 5.00E-05 | myosin light chain kinase family, member 4                        |
|                                       | <i>Prkg1</i>    | 1.618959617         | up         | 0.0027   | protein kinase, cGMP-dependent, type I                            |
|                                       | <i>Adcy6</i>    | 1.553494356         | up         | 5.00E-05 | adenylate cyclase 6                                               |
|                                       | <i>Myl6</i>     | 1.518580092         | up         | 5.00E-05 | myosin, light polypeptide 6, alkali, smooth muscle and non-muscle |
|                                       | <i>Adra1a</i>   | 0.433078363         | down       | 0.00145  | adrenergic receptor, alpha 1a                                     |
|                                       | <i>Myh7b</i>    | 2.333782317         | up         | 5.00E-05 | myosin, heavy chain 7B, cardiac muscle, beta                      |
|                                       | <i>Myl9</i>     | 1.838284422         | up         | 5.00E-05 | myosin, light polypeptide 9, regulatory                           |
|                                       | <i>Arhgef11</i> | 2.326401331         | up         | 5.00E-05 | Rho guanine nucleotide exchange factor (GEF) 11                   |
|                                       | <i>Cacna1s</i>  | 2.784368194         | up         | 0.01055  | calcium channel, voltage-dependent, L type, alpha 1S subunit      |
|                                       | <i>Mylk3</i>    | 0.614572876         | down       | 5.00E-05 | myosin light chain kinase 3                                       |
| Actin cytoskeleton regulation pathway | <i>Myh7b</i>    | 2.333782317         | up         | 5.00E-05 | myosin, heavy chain 7B, cardiac muscle, beta                      |
|                                       | <i>Git1</i>     | 1.884015717         | up         | 5.00E-05 | G protein-coupled receptor kinase-interactor 1                    |
|                                       | <i>Myl9</i>     | 1.838284422         | up         | 5.00E-05 | myosin, light polypeptide 9, regulatory                           |
|                                       | <i>Vav2</i>     | 1.674959254         | up         | 0.0032   | vav 2 oncogene                                                    |
|                                       | <i>Arhgap35</i> | 1.508919666         | up         | 5.00E-05 | Rho GTPase activating protein 35                                  |
|                                       | <i>Scin</i>     | 0.657967395         | down       | 0.0011   | scinderin                                                         |
|                                       | <i>Mylk3</i>    | 0.614572876         | down       | 5.00E-05 | myosin light chain kinase 3                                       |
|                                       | <i>Itgb6</i>    | 0.582105276         | down       | 5.00E-05 | integrin beta 6                                                   |
|                                       | <i>Mylk4</i>    | 0.500210068         | down       | 5.00E-05 | myosin light chain kinase family, member 4                        |

Note: Genes in purple are enriched in multiple pathways.

**Table S2: FPKM value of 21 candidates from RNA-seq analysis.**

| Gene Name      | FPKM value |           |           |            |            |            | Fold change |
|----------------|------------|-----------|-----------|------------|------------|------------|-------------|
|                | Control 1  | Control 2 | Control 3 | Rhau cKO 1 | Rhau cKO 2 | Rhau cKO 3 |             |
| <i>Agpat1</i>  | 17.4125    | 17.1212   | 16.8106   | 38.7097    | 38.6477    | 43.3917    | 2.384505    |
| <i>Dennd1a</i> | 6.1368     | 6.0198    | 7.4979    | 9.6839     | 12.9182    | 10.8394    | 1.579465    |
| <i>Gadd45a</i> | 5.4379     | 7.4125    | 4.9318    | 33.9369    | 24.5997    | 29.2844    | 5.010482    |
| <i>Hexim1</i>  | 7.9776     | 9.1611    | 8.2851    | 19.5451    | 16.9922    | 18.6628    | 2.110929    |
| <i>Hlf</i>     | 7.3734     | 6.1194    | 8.5769    | 12.0103    | 13.386     | 13.7627    | 1.809649    |
| <i>Kctd9</i>   | 20.6432    | 16.0818   | 20.3073   | 32.1025    | 33.7619    | 35.538     | 1.646734    |
| <i>Kdm3b</i>   | 7.3852     | 7.478     | 7.2246    | 20.2736    | 21.4525    | 19.663     | 2.809224    |
| <i>Msi2</i>    | 56.4912    | 57.4344   | 55.4902   | 125.143    | 117.106    | 110.945    | 2.846813    |
| <i>Mta3</i>    | 8.769      | 10.3538   | 8.9936    | 27.3591    | 30.0615    | 28.0608    | 3.121648    |
| <i>Nkx2-5</i>  | 50.6458    | 57.6552   | 57.1996   | 169.995    | 173.528    | 193.459    | 3.424409    |
| <i>Phf23</i>   | 10.0784    | 8.5465    | 8.7803    | 13.8256    | 14.8234    | 16.4545    | 1.515956    |
| <i>Psme3</i>   | 24.1195    | 22.5487   | 26.8547   | 53.8604    | 56.2095    | 55.6544    | 2.287836    |
| <i>Rfx2</i>    | 1.5703     | 1.6577    | 1.5963    | 3.0339     | 4.0824     | 3.0511     | 2.13484     |
| <i>Sec63</i>   | 14.7829    | 16.0872   | 13.871    | 26.2241    | 23.2267    | 24.8791    | 1.631832    |
| <i>Set</i>     | 77.5599    | 67.6268   | 79.2165   | 109.551    | 114.004    | 132.876    | 1.628913    |
| <i>Smarca4</i> | 14.45      | 14.2377   | 14.8785   | 21.0629    | 24.2177    | 23.1468    | 1.613025    |
| <i>Terf2</i>   | 7.4068     | 7.2737    | 7.2981    | 14.4518    | 15.6139    | 15.6506    | 1.964547    |
| <i>Trim45</i>  | 1.0144     | 1.4366    | 0.9234    | 4.0318     | 2.7336     | 3.7011     | 3.223934    |
| <i>Wdr59</i>   | 2.6918     | 2.8276    | 3.1843    | 5.6788     | 5.1414     | 5.6185     | 1.88151     |
| <i>Xpr1</i>    | 8.932      | 8.9761    | 9.6978    | 15.3263    | 15.9776    | 16.914     | 1.687886    |
| <i>Yap1</i>    | 23.2677    | 24.5977   | 25.0828   | 49.1348    | 49.7438    | 48.2225    | 2.010165    |

**Table S3: Information of antibodies.**

| <b>Antibodies</b>                         | <b>Producer</b>           | <b>Catalog number</b> |
|-------------------------------------------|---------------------------|-----------------------|
| Rabbit polyclonal anti-RHAU               | ProteinTech               | 13159-1-AP            |
| Rabbit polyclonal anti-SEC63              | ProteinTech               | 13978-1-AP            |
| Rabbit polyclonal anti-MTA3               | ProteinTech               | 14682-1-AP            |
| Rabbit polyclonal anti-GAPDH              | Bioworld Technology       | AP0063                |
| Mouse monoclonal anti- $\beta$ -Actin     | Bioworld Technology       | BS6007M               |
| Rabbit polyclonal anti- $\alpha$ -Tubulin | Bioworld Technology       | BS1699                |
| Rabbit polyclonal anti-GFP                | Santa Cruz                | SC-8334               |
| Mouse monoclonal anti- $\alpha$ -Actinin  | Sigma-Aldrich             | A7811                 |
| Rabbit monoclonal anti-YAP1               | Cell Signaling Technology | 14074S                |
| Rabbit polyclonal anti-GADD45a            | Cell Signaling Technology | 4632                  |
| Rabbit polyclonal anti- KDM3B             | Cell Signaling Technology | 2621S                 |
| Rabbit polyclonal anti-HEXIM1             | Abcam                     | ab25388               |
| Goat polyclonal anti-NKX2-5               | Abcam                     | ab106923              |
| Rabbit monoclonal anti-BRG1               | Abcam                     | ab110641              |
| Rabbit polyclonal anti-HLF                | Abcam                     | ab91630               |
| Rabbit polyclonal anti-Histone H3         | Abcam                     | ab5176                |
| Rat monoclonal anti-Ki67                  | Dakocytomation            | M724901               |
| Mouse monoclonal anti-FLAG                | Sigma                     | F1804                 |
| Goat anti-mouse IgG(H+L), Alexa Fluor 488 | Jackson ImmunoResearch    | 115-545-166           |
| Goat anti-rabbit IgG(H+L), cy3            | Jackson ImmunoResearch    | 111-165-144           |
| Goat anti-rabbit IgG(H+L) -HRP            | Bioworld Technology       | BS13278               |
| Goat anti-mouse IgG(H+L) -HRP             | Abcam                     | ab6789                |

**Table S4: Primers used for qRT-PCR.**

| <b>Genes</b>                             | <b>Forward</b>            | <b>Reverse</b>              |
|------------------------------------------|---------------------------|-----------------------------|
| <b>Mouse <i>Rhau</i></b>                 | TATATAGAGATGCAGCGTTTC     | CACCTGATGGTTATTGATTAG       |
| <b>Mouse <i>Gapdh</i></b>                | CCTTCCGTGTTCTACCCC        | GCCCAAGATGCCCTTCAGT         |
| <b>Mouse <math>\beta</math>-Actin</b>    | AGTGTGACGTTGACATCCGT      | TGCTAGGAGCCAGAGCAGTA        |
| <b>Mouse <math>\alpha</math>-Tubulin</b> | ATCGTGACATCCAGATTGGC      | AGTAGCTCCCAGCGCAGTCAA       |
| <b>Mouse <i>Yap1</i></b>                 | TGAGATCCCTGATGATGTACCAC   | TGTTGTTGTCTGATCGTTGTGAT     |
| <b>Mouse <i>Hexim1</i></b>               | GAGCCACTCTTGACAGAACATC    | TGCAAGGACGCTCTCGATTG        |
| <b>Mouse <i>Nkx2-5</i></b>               | CAGTCTTGGGAGCTCAAGACTAACC | CAGATCCCCAAGCTTACTAGCAACTAC |
| <b>Mouse <i>Mta3</i></b>                 | GCCAGTTGAGGCCGACTTGAC     | TGTCTCATTACAGAGGGCCAC       |
| <b>Mouse <i>Sec63</i></b>                | CCCACAACGTACCCTTACCT      | ACTGCCCTTGTGAGAAATGTCTG     |
| <b>Mouse <i>Brg1</i></b>                 | CAAAGACAAGCATATCCTAGCCA   | CACGTAGTGTGTGTTAAGGACC      |
| <b>Mouse <i>Kdm3b</i></b>                | TCAATATCCACTGGGTCTGTCTG   | TGCCCCTTTGACACTTCAG         |
| <b>Mouse <i>Hlf</i></b>                  | TCTTCATTCCCGATGATTTGA     | GATTGCGATCTGGTTCTCCTT       |
| <b>Mouse <i>Gadd45a</i></b>              | CCGAAAGGATGGACACGGTG      | TTATCGGGGTCTACGTTGAGC       |
| <b>Mouse <i>Myh6</i></b>                 | AGTGCTTCGTGCCTGATGA       | AACTTGGGTGGGTTCTGCT         |
| <b>Mouse <i>Myh7</i></b>                 | GTCCAAGTTCCGCAAGGT        | GGAGCTGGGTAGCACAAGA         |
| <b>Mouse <i>Nppa</i></b>                 | GCTTCCAGGCCATATTGGAG      | GGGGGCATGACCTCATCTT         |
| <b>Mouse <i>Nppb</i></b>                 | CATGGATCTCCTGAAGGTGC      | CCTTCAAGAGCTGTCTCTGG        |
| <b>Rat <i>Rhau</i></b>                   | AAACGCAGAAGAACAAGG        | CAGGAGCAAACCAGGATA          |
| <b>Rat <i>Yap1</i></b>                   | GATGTACCATTGCCAGCAGGC     | GGTCCTGCCATGTTGTTGTCTG      |
| <b>Rat <i>Hexim1</i></b>                 | CGATGTCAGAGTCCCTCGTGC     | GGCTTCCAATGTCGCTTCTTC       |
| <b>Rat <i>Gapdh</i></b>                  | GGCACAGTCAAGGCTGAGAATG    | ATGGTGGTGAAGACGCCAGTA       |
| <b>Rat <math>\beta</math>-Actin</b>      | TTCCAGCCTTCCTTCCTG        | GGTCTTTACGGATGTCAACG        |
| <b>Luciferase</b>                        | GATTACCAGGGATTTCAGT       | GACACCTTTAGGCAGACC          |

**Table S5: Primers used for plasmid construction.**

|                                                 |                                                                                                                 |
|-------------------------------------------------|-----------------------------------------------------------------------------------------------------------------|
| <b><i>Yap1</i> 5'-UTR EGFP</b>                  | F:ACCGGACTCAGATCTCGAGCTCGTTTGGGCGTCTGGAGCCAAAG;<br>R:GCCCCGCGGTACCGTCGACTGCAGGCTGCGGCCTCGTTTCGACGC              |
| <b><i>Hexim1</i> 5'-UTR EGFP</b>                | F:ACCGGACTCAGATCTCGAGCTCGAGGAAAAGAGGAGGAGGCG;<br>R:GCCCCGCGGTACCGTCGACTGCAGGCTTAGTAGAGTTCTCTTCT                 |
| <b><i>Yap1</i> 5'-UTR EGFP mutation-1</b>       | F: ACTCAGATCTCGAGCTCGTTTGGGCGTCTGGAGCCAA;<br>R:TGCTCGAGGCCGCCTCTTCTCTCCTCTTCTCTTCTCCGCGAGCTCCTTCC<br>TTC        |
| <b>Mouse <i>Yap1</i> 5'-UTR EGFP mutation-2</b> | F:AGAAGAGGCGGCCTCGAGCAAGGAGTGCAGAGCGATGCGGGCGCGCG<br>TCG<br>CA; R: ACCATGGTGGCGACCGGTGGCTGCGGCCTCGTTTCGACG      |
| <b><i>Hexim1</i> 5'-UTR EGFP mutation-1</b>     | F: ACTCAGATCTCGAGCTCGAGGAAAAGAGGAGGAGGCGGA;<br>R:AAGGGGTAA<br>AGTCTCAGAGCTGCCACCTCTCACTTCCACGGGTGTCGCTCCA       |
| <b><i>Hexim1</i> 5'-UTR EGFP mutation-2</b>     | F:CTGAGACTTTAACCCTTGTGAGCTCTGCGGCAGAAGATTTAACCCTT<br>GTGG<br>ATTCGG; R: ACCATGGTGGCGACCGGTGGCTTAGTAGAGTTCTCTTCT |
| <b><i>Yap1</i> 5'-UTR Luci</b>                  | F: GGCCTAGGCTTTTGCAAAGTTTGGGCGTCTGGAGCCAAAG;<br>R: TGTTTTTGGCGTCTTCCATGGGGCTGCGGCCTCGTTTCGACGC                  |
| <b><i>Yap1</i> Luci-CDS</b>                     | F: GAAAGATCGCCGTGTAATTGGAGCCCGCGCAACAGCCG;<br>R: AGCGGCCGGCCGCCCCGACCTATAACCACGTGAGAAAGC                        |
| <b><i>Yap1</i> Luci-3'-UTR</b>                  | F: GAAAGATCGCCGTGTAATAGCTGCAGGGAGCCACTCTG;<br>R: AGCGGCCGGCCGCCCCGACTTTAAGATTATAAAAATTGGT                       |
| <b><i>Hexim1</i> 5'-UTR Luci</b>                | F: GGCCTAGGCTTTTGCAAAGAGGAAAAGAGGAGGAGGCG;<br>R: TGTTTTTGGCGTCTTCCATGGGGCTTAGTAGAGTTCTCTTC                      |
| <b><i>Hexim1</i> Luci-CDS</b>                   | F: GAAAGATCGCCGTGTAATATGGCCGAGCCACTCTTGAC;<br>R: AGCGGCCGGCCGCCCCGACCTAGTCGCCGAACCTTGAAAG                       |
| <b><i>Hexim1</i> Luci-3'-UTR</b>                | F: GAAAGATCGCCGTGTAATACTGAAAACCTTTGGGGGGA;<br>R: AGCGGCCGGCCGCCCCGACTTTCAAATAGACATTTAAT                         |

**Table S6: siRNA sequences**

|                          |                                                                  |
|--------------------------|------------------------------------------------------------------|
| <b>Rat <i>Rhau</i></b>   | Sense: GCACAUGGAUGAACGGCGAUU<br>Antisense: UGCGCGUUCAUCCAUGUGCUU |
| <b>Human <i>Rhau</i></b> | Sense: GGGAACUGCGAAGAAGGUAU<br>Antisense: UACCUUCUUCGCAGUUCCCUU  |
| <b>Negative control</b>  | Sense: UUCUCCGAACGUGUCACGUTT<br>Antisense: ACGUGACACGUUCGGAGAATT |

**Table S7: Primers used for production of biotinylated RNA probe**

|                                              |                                                                                       |
|----------------------------------------------|---------------------------------------------------------------------------------------|
| <b><i>Yap1</i>-5'-UTR (or G4Sm-5'-UTR)</b>   | F:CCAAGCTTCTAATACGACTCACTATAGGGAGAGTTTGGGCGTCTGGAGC;<br>R:GGCTGCGGCCTCGTT             |
| <b><i>Yap1</i>-CDS</b>                       | F:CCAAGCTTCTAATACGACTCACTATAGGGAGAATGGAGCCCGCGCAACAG;<br>R:CTATAACCACGTGAGAAAGCTT     |
| <b><i>Yap1</i>-3'-UTR</b>                    | F:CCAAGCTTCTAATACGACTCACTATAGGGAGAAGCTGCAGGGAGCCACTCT;<br>R:GAAATTCAAGAATAACCAGTTAAGT |
| <b><i>Hexim1</i>-5'-UTR (or G4Sm-5'-UTR)</b> | F:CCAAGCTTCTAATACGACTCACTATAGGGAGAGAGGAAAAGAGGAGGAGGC;<br>R:GGCTTAGTAGAGTTCTCTTCTGG   |
| <b><i>Hexim1</i>-CDS</b>                     | F:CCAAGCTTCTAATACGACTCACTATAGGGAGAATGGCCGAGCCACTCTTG<br>R:CTAGTCGCCGAACCTGGAAAG       |
| <b><i>Hexim1</i>-3'UTR</b>                   | F:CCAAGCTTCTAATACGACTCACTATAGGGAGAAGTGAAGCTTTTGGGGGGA;<br>R:CAAAATAGACATTTAATGCAATC   |
| <b><i>P27</i>-CDS</b>                        | F:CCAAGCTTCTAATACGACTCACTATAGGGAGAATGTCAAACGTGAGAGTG<br>R: TTACGTCTGGCGTCGAAG         |
| <b><i>Nkx2-5</i>-3'UTR</b>                   | F:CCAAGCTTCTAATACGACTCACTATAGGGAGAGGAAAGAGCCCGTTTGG<br>R: GCGTTAGCGCACTCACTT          |

**Table S8: Abbreviations**

|                                                             |                   |
|-------------------------------------------------------------|-------------------|
| RNA Helicase associated with AU-rich element                | RHAU              |
| RNA binding proteins                                        | RBP <sub>s</sub>  |
| G-quadruplex                                                | G4                |
| G4 resolvase 1                                              | G4R1              |
| AU-rich elements                                            | ARE <sub>s</sub>  |
| embryonic day 7.5                                           | E7.5              |
| myocardial infarction                                       | MI                |
| the percentage of ejection fraction                         | EF%               |
| the percentage of fractional shortening                     | FS%               |
| left ventricular internal dimension at end-diastole         | LVIDd             |
| 5 (7, 10, 14, 21) days after birth                          | P5 (7,10, 14, 21) |
| dilated cardiomyopathy                                      | DCM               |
| wheat germ agglutinin                                       | WGA               |
| gene ontology                                               | GO                |
| RNP immunoprecipitation                                     | RIP               |
| G4-forming sequences                                        | G4S               |
| coding sequence                                             | CDS               |
| positive control                                            | PC                |
| negative control                                            | NC                |
| Immunofluorescence                                          | IF                |
| fragments per kilobase of exon per million fragments mapped | FPKM <sub>s</sub> |
| Fold change                                                 | FC                |
| standard deviation                                          | SD                |
| NK2 homeobox 5                                              | NKX2-5            |
| Yes1 associated transcriptional regulator                   | YAP1              |
| hexamethylene bis-acetamide inducible 1                     | HEXIM1            |
| natriuretic peptide type A                                  | NPPA              |
| natriuretic peptide type B                                  | NPPB              |
| myosin, heavy polypeptide 6, cardiac muscle, alpha          | <i>Myh6</i>       |
| myosin, heavy polypeptide 7, cardiac muscle, beta           | <i>Myh7</i>       |
| Phospho-histone H3                                          | PH3               |

How the deposited data were processed for this re-analysis (not part of the article)

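RNA that the labels give as heart RNA was measured on 4 Affymetrix mouse arrays, 2 labelled Rhau KO (ERT2-Cre;Rhau F/F) and 2 labelled Control (Rhau F/F). By the paper and the design text of the series, the mice were given tamoxifen at 20 mg/kg/day for 5 days at 2 months of age and studied 2 months later. Groups were taken from the sample labels alone, and no array was moved between groups. The authors normalized the scans with the MAS 5.0 algorithm in GeneSpring. The intensities analysed here are the MAS 5.0 values as the authors deposited them, linear and scaled by the authors to the same trimmed mean on every array, and no detection call or scan date was used here. The number of arrays limits the precision, and 51.8% to 54.0% of probe sets read under 100 on an array.

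The table holds 45101 probe sets, of which 64 are controls and were left out. Of all probe sets, 34958 carry 1 gene symbol, 932 carry several and 9211 carry none. Each gene was represented by the probe set with the highest mean log2 intensity among those with 1 symbol, which gave 18193 genes, 9010 of them with more than 1 probe set. Groups were compared on log2 intensities, Rhau KO minus Control, with lmFit and eBayes (trend) of limma 3.58.1 in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg over all genes at a threshold of 0.05. Genes were also counted at the thresholds of Fig. S6A, a fold of 2 and an unadjusted p of 0.05. The paper's text does not name the test applied to the arrays, and its statistics section names two-tailed Student tests for the paper as a whole, so that test was run as an alternative on the same log2 values.

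Written before the data were examined were 53 gene lists, the alternatives and the rule for naming genes. That rule takes every gene the paper names, the 12 largest rises and the 12 largest falls in the brighter part of the genes (filled from genes at the thresholds of Fig. S6A in order of p, since 0 genes passed the adjusted threshold), and up to 4 members with the smallest p of each list discussed. Lists were tested with camera of limma at a preset correlation of 0.01, with an estimated correlation and fry as alternatives, adjusted over the 53 lists. With an estimated correlation, camera uses the residual degrees of freedom, which are too few here for it to call most lists. Enrichment of 5 pathway lists was tested with a one-sided Fisher's exact test against all 18193 genes. The pathway lists were written from knowledge of KEGG and can differ from the version the study used. Gene sets based on motifs in untranslated regions were not analysed here, since no genome sequence was used.

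The alternatives were eBayes with no trend, quantile normalization, median centring of each array, a pseudocount of 32, the 9097 brighter genes alone, the mean of all probe sets of a gene, every probe set counted singly, the replicate number as a block, the methods' t-test, and leaving out each array in turn. A block crossed over the replicate numbers and the estimated correlation without Control replicate 1 were added after the data were seen. Where an array is left out, the lone array of its group is assumed to vary like the others. The same code was tested on simulated arrays with the spread of these arrays and known changes. With all 4 arrays, 40.3% of genes changed by 2 log2 units and 95.5% of those changed by 4 passed the adjusted threshold, with 100% of signs right. Of 17963 genes made without a change, 4 passed it, and 95 passed it without Control replicate 1, so adjusted p-values of that comparison call more genes than their threshold states. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.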

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

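The block crossed over the replicate numbers and the estimated correlation without Control replicate 1 were chosen after seeing the data. Of 54 named genes besides Dhx36, 563 of 644 values under the alternatives kept their direction and side of the adjusted threshold, 74 passed it only under the alternative and 6 changed direction without passing it. Nkx2-5 reversed, from 1.01 with all arrays to -2.29 without Control replicate 1, and reached 4.32 without Control replicate 2, against a dim lone Control, so that its size is not defined. Counts at an adjusted p under 0.05 ranged from 0 to 4097 genes when 1 array was left out, the highest without Control replicate 2 and 149 without Control replicate 1, and were 0 under every other setting run. At a fold of 2 and an unadjusted p under 0.05, counts with 1 array left out ranged from 285 without Rhau KO replicate 2 to 3282 without Control replicate 2. This count was 338 with a pseudocount of 32, 167 among the 9097 brighter genes, which are fewer genes, 351 by the methods' t-test and 1514 with every probe set counted singly, which are more units. It stood at 599 with all arrays, and the split into higher and lower genes moved from 300 and 299 to 84 and 203 without Rhau KO replicate 1, 69 and 216 without Rhau KO replicate 2, 539 and 281 without Control replicate 1, 2109 and 1173 without Control replicate 2, 233 and 378 with median centring, where the median log2 difference of all genes went from 0.091 to -0.033, and to 256 and 349 with quantile normalization. Pathways past the exact test numbered 0 with all arrays, 0 to 5 when 1 array was left out (5 without Control replicate 2), and 4 with the crossed block. Gene lists past camera numbered 14 with all arrays, 8 with no trend, 8 among the brighter genes, 0 with an estimated correlation, 0 with an estimated correlation without Control replicate 1 and 0 by fry, and 8 to 21 when 1 array was left out. Of the 21 candidates, 11 passed when adjusted over the list alone, 4 by the methods' t-test, and 0 (without Rhau KO replicate 1) to 20 (without Control replicate 1) when 1 array was left out. The named genes past the adjusted threshold numbered 0 with all arrays and 0 to 49 when 1 array was left out, with 49 without Control replicate 2. For Dhx36, the log2 difference ranged from 0.75 without Control replicate 2 (adjusted p = 0.0430) to 1.51 without Control replicate 1 (adjusted p = 0.0529), and was higher in the arrays labelled Rhau KO under every setting run. The cause of these shifts was not tested, apart from the numbers of genes or units named. Deviations of arrays with the same replicate number correlated at 0.00603, which shows no sign of pairing. It cannot exclude pairing, since Control replicate 1 stands far apart from the other arrays. With the replicate number as a block 0 genes passed the adjusted threshold and 634 passed the fold threshold. Tests of motifs in untranslated regions, with 3 alternatives set beforehand, were not run. Probe sets under 100, 51.8% to 54.0% of each array, limit what can be read of dim genes.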

Differences from the paper's values

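The crossed block named here was chosen after seeing the data, and the other alternatives were set before the data were examined. The paper gives about 16 genes of the DCM pathway in Fig. S6B, read by eye, and 2 passed the same thresholds here, with none of the alternatives set beforehand within 1.5 times the paper's value. For hypertrophic cardiomyopathy the paper gives about 13 in Fig. S6B against 1 here, and none of those alternatives came within 1.5 times it. For cardiac muscle contraction the paper gives about 12 in Fig. S6B against 1, and for ARVC about 11 in Fig. S6B against 0, and none of those alternatives closed either gap. For Wnt signaling the paper gives about 9 in Fig. S6B against 3, and the mean of all probe sets of a gene, with 6, is the alternative set beforehand within 1.5 times the paper's value, while the others are not. A block crossed over the replicate numbers, chosen after seeing the values and with no ground in the pairing check, gave 8 genes each for cardiac muscle contraction and ARVC, within 1.5 times the paper's values, and 8 each for the DCM pathway and hypertrophic cardiomyopathy, which are not. How many of the paper's called genes that block drops is not known, since the genes behind Fig. S6B are not given in the sources used here. The pathway lists used here can differ from the KEGG version of the study. The paper's 21 candidates were all in its list of changed genes on the arrays, and 12 of the 21 passed the same thresholds here. Without Control replicate 1, 14 passed, within 1.5 times the paper's value, and under the other alternatives set beforehand 8 to 13 passed. The total of changed genes, about 850 in Fig. S6C by eye, is within 1.5 times the 599 found here, the 605 to 825 with no trend, quantile normalization, median centring, the mean of all probe sets or the replicate block, and the 820 without Control replicate 1. It is not within 1.5 times the 351 of the methods' t-test, the test that the paper's statistics section names, the 338 with a pseudocount of 32, the 167 among brighter genes, the 1514 with every probe set counted singly, or the 287, 285 and 3282 without Rhau KO replicate 1, Rhau KO replicate 2 and Control replicate 2. The crossed block, chosen after seeing the data, gave 665, also within 1.5 times.

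The paper ranks the DCM pathway first. Of the 5 pathways here, Wnt signaling had the lowest p and each had an adjusted p = 1 by the exact test, while without Control replicate 2 each of the 5 passed and hypertrophic cardiomyopathy ranked first (adjusted p = 0.000151), followed by the DCM pathway (adjusted p = 0.000218). The block crossed over the replicate numbers also called 4 of the 5, the DCM pathway among them (adjusted p = 0.0145). The paper reports deletion of Rhau in ERT2-Cre;Rhau F/F hearts, and Dhx36 was higher by 1.13 log2 units in the arrays labelled Rhau KO. For Yap1, Hexim1 and Nkx2-5 the paper shows higher mRNA and lower protein in ERT2-Cre;Rhau F/F hearts soon after tamoxifen (Fig. S7), an earlier time than these arrays. Here Yap1 and Hexim1 were lower in the arrays labelled Rhau KO, by log2 differences of -0.96 and -2.10, and Nkx2-5 was higher by 1.01 with all arrays and at -2.29 without Control replicate 1. For the 21 candidates the paper reports higher mRNA by RNA-Seq (Table S2) in Rhau-cKO hearts, which are of another Cre line (α-MHC-Cre) and a younger age (P10) than the adult ERT2-Cre hearts of the arrays, and 20 of the 21 were lower in the arrays labelled Rhau KO. In Rhau-cKO hearts at P21 the paper reports higher Nppa, Nppb and Myh7 and lower Myh6 (Fig. 1E). Here Myh7 was lower by label (-1.96), while Nppa (4.42), Nppb (5.32) and Myh6 (4.17) were higher with all arrays. Without Control replicate 1, Nppa was at -0.78, Nppb at -0.40 and Myh6 at -0.01.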

Other observations

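The bounds with dim values set to 100 and the tests of exchanged labels, of the part of Dhx36 that is read and of the tissue in Control replicate 1 were chosen only after the result was seen, as was the estimated correlation without Control replicate 1. Markers of pathological remodeling of the heart were lower in the arrays labelled Rhau KO when Control replicate 1 was left out. Of 24 such markers, 17 were lower, 2 fell at an adjusted p under 0.05, and 8 fell and 2 rose when adjusted over the list alone (camera adjusted p = 7.70e-05, and adjusted p of at least 0.870 with an estimated correlation). Acta1, the skeletal alpha actin that the heart also expresses, read 16987 and 16893 in the arrays labelled Rhau KO and 35886 and 33406 in those labelled Control. The natriuretic peptide genes did not pass the adjusted threshold with all arrays or without Control replicate 1, with Nppa at 12550 and 30369 against 24.8 and 33614, and Nppb at 18459 and 23965 against 10.1 and 27708, and they passed without Control replicate 2 (adjusted p = 0.000294 and 9.65e-06), where the lone Control is dim for both and the size of the difference is not defined. Of 50 genes of fibrosis and extracellular matrix, 33 were lower without Control replicate 1 and 9 fell and 2 rose when adjusted over the list alone (camera adjusted p = 0.00357, and adjusted p of at least 0.870 with an estimated correlation). Thbs1, among those that fell, read 143 and 115 against 598 and 431. Of 22 heat shock genes, 18 were lower without Control replicate 1 and 8 fell and 1 rose at an adjusted p under 0.05 (camera adjusted p = 7.53e-13, and adjusted p of at least 0.870 with an estimated correlation), where the lone Control, replicate 2, is the array with 41456 for Hspa1b, chosen after its values were seen, against 1089 to 3992 in the other 3. With all arrays the camera adjusted p of these lists was 0.269, 0.269 and 0.270. Of the 24 remodeling markers, 13 were then higher and 11 lower, with a median log2 difference of 0.066. The matrix genes split into 25 higher and 25 lower, and the heat shock genes into 8 higher and 14 lower.

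Genes of glycolysis and of the antioxidant response shifted upward without Control replicate 1. The lone Control there is replicate 2, the array that stands apart in heat shock genes. Of 26 glycolysis genes, 16 were higher and 7 rose when adjusted over the list alone (camera adjusted p = 0.0159, and 11 were higher with all arrays at an adjusted p = 0.729), with the glycogen phosphorylase Pygb at 12091 and 11797 in the arrays labelled Rhau KO against 232 in Control replicate 1 and 5964 in Control replicate 2. Of 24 antioxidant genes, 18 were higher, and 4 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.0122, and 0.116 with all arrays), with the glutathione transferase Gsta4 at 5197 and 5651 against 790 and 3009. Both lists had an adjusted p of at least 0.870 with an estimated correlation. Kcne1, a potassium channel subunit, read 483 and 898 in the arrays labelled Rhau KO and 1.29 and 14.3 in those labelled Control. Of 14 P-TEFb and HEXIM1 partners, 10 were lower with all arrays (camera adjusted p = 0.0393) and without Control replicate 1 (camera adjusted p = 0.0108), but not without another array (adjusted p = 0.0797 to 0.368), with no trend, quantile normalization, the mean of all probe sets, the replicate block or the brighter genes (adjusted p = 0.0665 to 0.0922), or with an estimated correlation (adjusted p = 0.901), Hexim1, which the study chose on these arrays, and Mepce among them, the latter at 757 and 736 against 1293 and 1614. With an estimated correlation, camera called 0 of the 53 lists over all 4 arrays (adjusted p of at least 0.901), and this holds for the lists that follow. That setting has few residual degrees of freedom, so its lack of calls does not decide whether a list shifted. Markers of 3 cell types were higher in the arrays labelled Rhau KO with all arrays and not without Control replicate 1. Endothelial markers, 16 of 19 of them higher, went from a camera adjusted p = 0.0119 to 0.417, macrophage markers, 21 of 22 higher, from 0.0291 to 0.505, and ventricular cardiomyocyte markers, 18 of 20 higher, from 0.0304 to 0.872. Ion channels, interferon response, apoptosis and cell cycle genes likewise went from camera adjusted p-values of 0.00735, 0.00946, 0.0218 and 0.0388 to 0.505, 0.812, 0.478 and 0.812. With no trend the endothelial, macrophage, ventricular cardiomyocyte, apoptosis and cell cycle lists also lost the call (adjusted p = 0.0586 to 0.0896), and so did the macrophage, interferon, apoptosis and cell cycle lists without Rhau KO replicate 1 (adjusted p = 0.106 to 0.252), the endothelial and apoptosis lists without Rhau KO replicate 2 (adjusted p = 0.0797 and 0.109), the ventricular cardiomyocyte and apoptosis lists with the mean of all probe sets (adjusted p = 0.0968 and 0.112), and the ion channel, macrophage, ventricular cardiomyocyte, apoptosis and cell cycle lists among the brighter genes (adjusted p = 0.0530 to 0.0919).

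Dhx36 on its 3 probe sets, and Esr1 on the brightest of its 3, ran against the group labels in both arrays of each group. An exchange of the group labels is a candidate explanation that stays open, since the brightest Esr1 probe set, on which the lowest array labelled Control read 708 times the highest labelled Rhau KO (at least 180 times with values under 100 set to 100, since 25.5 is dim and the size of 708 not defined), is part of the pattern itself and would bear on the labels only if it reads the cassette. Right labels with Dhx36 probe sets outside the deleted part would need that probe set to be no lower in the arrays labelled Rhau KO, where its log2 difference was -10.66 (-7.56 or beyond with dim values set to 100), which does not decide, as its source is not known. The animals' own Esr1 cannot be told apart from a cassette, since the other 2 probe sets had a mean log2 difference of -2.34 (standard error 2.33, and -1.64, standard error 1.66, with dim values set to 100), with 518 and 1936 in Control replicate 1 but 28.7 and 74.0 in Control replicate 2, which read 19847 on the brightest. By label, 20 of the 21 candidates and Myh7 (-1.96) ran opposite to the higher mRNA that the paper reports in Rhau-cKO hearts. Exchanged labels would give this. Nkx2-5 (1.01), Nppa (4.42) and Nppb (5.32) did not with all arrays, each resting on a dim reading in Control replicate 1. The Rhau-cKO hearts are of another Cre line and younger, and the candidates were chosen partly on these arrays. These directions therefore do not decide. Neither the deleted exon, the receptor sequence of the cassette nor the probe positions are given in the sources used here, and the protein and RT-PCR results of the paper (Fig. S3A and Fig. S7) do not settle which array holds which genotype.

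Control replicate 1 lacked several heart transcripts, with 7 of 20 ventricular cardiomyocyte markers under 5% of the other 3 arrays and 10 not over 2-fold lower. A poor or wrongly scaled array is argued against by its housekeeping genes, whose median lay at -0.45 log2 units from the other 3 arrays, while the skeletal muscle markers lay far above them. Heart RNA with skeletal muscle RNA added stays open. Of 6 heart transcripts (Tnni3, Myh6, Mybpc3, Pln, Ryr2 and Nppa), the highest, Pln, stood at 0.372% of the mean of the other 3 arrays. These 6 are part of the pattern itself and were compared after it was seen, so they cannot decide. Of the 20 ventricular cardiomyocyte markers, written beforehand, 10 were not over 2-fold lower. Skeletal muscle RNA in place of heart RNA may account for the pattern, since the median of the 21 pre-written skeletal muscle markers, Acta1 of which the heart also expresses, lay 8.67 log2 units above the other arrays, which are dim for them, and at least 8.07 with dim values set to 100. Where such RNA would have entered was not tested, and no biological explanation was tested, since the design names 1 tissue.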
